# The WT1-like transcription factor *Klumpfuss* maintains lineage commitment of enterocyte progenitors in the *Drosophila* intestine

**DOI:** 10.1038/s41467-019-12003-0

**Published:** 2019-09-11

**Authors:** Jerome Korzelius, Sina Azami, Tal Ronnen-Oron, Philipp Koch, Maik Baldauf, Elke Meier, Imilce A. Rodriguez-Fernandez, Marco Groth, Pedro Sousa-Victor, Heinrich Jasper

**Keywords:** Developmental biology, Intestinal stem cells, Stem-cell differentiation

## Abstract

In adult epithelial stem cell lineages, the precise differentiation of daughter cells is critical to maintain tissue homeostasis. Notch signaling controls the choice between absorptive and entero-endocrine cell differentiation in both the mammalian small intestine and the *Drosophila* midgut, yet how Notch promotes lineage restriction remains unclear. Here, we describe a role for the transcription factor Klumpfuss (Klu) in restricting the fate of enteroblasts (EBs) in the *Drosophila* intestine. Klu is induced in Notch-positive EBs and its activity restricts cell fate towards the enterocyte (EC) lineage. Transcriptomics and DamID profiling show that Klu suppresses enteroendocrine (EE) fate by repressing the action of the proneural gene Scute, which is essential for EE differentiation. Loss of Klu results in differentiation of EBs into EE cells. Our findings provide mechanistic insight into how lineage commitment in progenitor cell differentiation can be ensured downstream of initial specification cues.

## Abstract (web summary)

Notch signaling mediates intestinal enteroblast specification in *Drosophila* but the molecular mechanism as to how this is regulated is unclear. Here, the authors show that the transcription factor Klumpfuss ensures enteroblast commitment through repression of enteroendocrine cell fate downstream of Notch.

## Introduction

In many tissues, somatic stem cells respond to tissue injury by increasing their proliferative potential and producing new differentiating cell progeny. To maintain homeostasis during such periods of regeneration, cell specification and differentiation need to be precisely coordinated within a dynamic environment. Studies in the mammalian intestine have demonstrated a surprising plasticity in such specification events, showing that even differentiated cells can revert into a stem cell state during times in which tissue homeostasis is perturbed^1,2^. These findings highlight the critical role of gene regulatory networks in establishing and maintaining differentiated and committed cell states in homeostatic conditions.

The *Drosophila* midgut is an excellent model to study lineage differentiation of adult stem cells both in homeostasis as well as during regeneration and aging. The *Drosophila* midgut is maintained by intestinal stem cells (ISCs), which can generate differentiated enterocytes (EC) or enteroendocrine (EE) cells^3,4^. Upon injury or infection, ISC proliferation is dramatically increased in response to mitogenic signals from damaged enterocytes^5–7^. Mis-regulation of cell specification and differentiation in this lineage can lead to substantial dysfunction, as evidenced in aging intestines, where disruption of normal Notch signaling due to elevated Jun-N-terminal Kinase (JNK) signaling leads to an accumulation of mis-differentiated cells that contribute to epithelial dysplasia and barrier dysfunction^8,9^.

Notch signaling plays a central role in both ISC proliferation and lineage differentiation. ISCs produce the Notch-ligand Delta and activate Notch in the enteroblast (EB) daughter cell. This Notch-positive EB is the precursor of mature enterocytes (ECs). Levels of Delta vary markedly between ISCs in the homeostatic intestine. These differences have been proposed to underlie the decision between EC and EE differentiation in the ISC lineage:^10^ high Dl-N signaling activity between the stem cell and its daughter is associated with EC differentiation, while lower Dl-N signaling activity between the ISC and its daughter promotes EE differentiation^10,11^. Loss of Notch in ISC lineages leads to the formation of tumors that consist of highly Delta-expressing ISCs and of Prospero (Pros)-expressing EEs^10,12,13^. These tumors are likely a consequence of impaired EB differentiation, resulting in an increased frequency of symmetric divisions, as well as excess EE differentiation, suggesting that EE differentiation is the default state when Notch signaling activity is absent or reduced.

Interestingly, recent work has shown that lineage specification in ISC daughter cells is likely more complex than previously thought. It has been shown that ISCs exist that express the EE marker Prospero and generate daughter cells that differentiate into EEs^14,15^. A transient specification step has been identified in EE differentiation, in which cells transiently express Scute, a transcription factor that negatively regulates Notch-responsive genes such as Enhancer of Split-m8 (*E(Spl)m8*), as well as its own expression^16^. Furthermore, EBs have been shown to remain in a transient state for a prolonged period of time before differentiating into an EC fate^17^. The exact cell state in which the decision between EE and EC fates is cemented, however, remains unclear.

Here we describe a role for the transcription factor Klumpfuss (Klu) in lineage commitment during EC differentiation in the adult fly intestine. Klu is related to the mammalian tumor-suppressor gene Wilms’ Tumor 1 (WT1), and its overexpression in neuroblast stem cells leads to tumorous overgrowths in the brain of flies^18–20^. In the intestine, we find Klu to be expressed specifically in EBs. Loss of Klu leads to aberrant EE differentiation of EB cells, whereas ectopic activation of Klu results in a failure to differentiate. Transcriptomics and DNA-binding studies reveal that Klu controls EE differentiation by repressing genes involved in Notch signaling, as well as by indirectly controlling the levels of the Achaete-Scute complex members *asense* and *scute*. Klu acts in a negative feedback loop by regulating its own expression and the expression of Notch target genes. We propose that Klu defines a transient state of EBs in which specification into ECs is cemented by precise regulation of Notch signaling: the expression of Klu locks in the EC fate in EBs by preventing ectopic proneural gene activation and thus ensuring lineage commitment into the EC fate.

## Results

### Klu is expressed in the enteroblast precursor cells

We identified Klumpfuss (Klu) transcripts to be significantly downregulated upon loss of the stem and progenitor specific transcription factor Escargot (Esg) and to be enriched in transcriptomes of sorted Esg-positive (Esg^+^) cells^21,22^. To confirm *klu* expression in the *Drosophila* posterior midgut, we used a *klu-Gal4, UAS-GFP* reporter line that reflects Klu expression in wing and eye discs of wandering third instar larvae^23,24^. In the midgut, GFP expression was seen in the larger cells of the stem-progenitor nests (ISC+EB) and resembled EBs based on both nuclear and cellular size (Fig. 1a–c arrowheads). To confirm their identity, we combined the *klu-Gal4, UAS-GFP* line with the Notch activity reporter *Su(H)GBE-lacZ*, which is exclusively activated in EBs^10^. In addition, we used *Delta-lacZ* (*Dl-lacZ*) as a marker for ISCs. The expression of *klu-Gal4, UAS-GFP* overlapped almost exclusively with *Su(H)GBE-lacZ*. In contrast, *Dl-lacZ* staining was mostly found in small, diploid cells neighboring the GFP-positive cells (Fig. 1d–i, quantification in j, k). We confirmed the EB-specific expression of the enhancer-trap line by performing a knock-in replacement of the Klu Coding Sequence (CDS) with the Gal4 CDS (Supplementary Fig. 1, see Methods). To further confirm the expression of Klu in EBs, we used a FISH-probe for *klu* mRNA: this labeled *klu* mRNA in *Su(H)GBE-Gal4*>*UAS-GFP* marked EBs (Supplementary Fig. 1h, i, arrows).

**Fig. 1:**
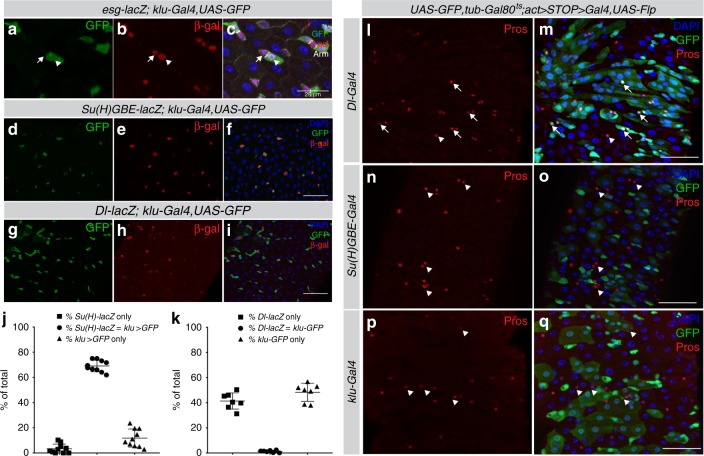
Klu is specifically expressed in enteroblast cells. **a**–**c** The *klu-Gal4, UAS-GFP* reporter line shows expression in the midgut epithelium. ISCs (arrows) and EBs (arrowheads) are visualized by *esg-lacZ* (*beta-galactosidase*, red). Cells are outlined with Armadillo/beta-catenin (Arm, grayscale). Representative area of posterior midgut is shown. *n* = 3 animals. **d**–**i** The *klu-Gal4, UAS-GFP* was combined with *Su(H)-GBE-lacZ* (enteroblast (EB) marker) or *Dl-lacZ* (intestinal stem cell (ISC) marker). Expression of Klu largely overlaps with the EB marker *Su(H)-GBE-lacZ* (**d**–**f**), and Klu-positive cells are found adjacent to the Delta-positive ISCs (**g**–**i**). **j** Quantification of EB-marker gene overlap of the genotypes displayed in **d**–**f**. *n* = 10 guts/animals (*Su(H)-GBE-lacZ, n* *=* 572 cells counted). **k** Quantification of ISC-marker gene overlap of the genotypes displayed in **g**–**i**. *n* = 7 guts/animals (*Dl-lacZ, n* *=* 1370 cells counted). **l**–**q** Lineage-tracing of cells in the intestine using different cell-specific drivers. EEs are marked by antibody staining for the transcription factor Prospero (Pros, red). Arrows indicate GFP-Pros double-positive EEs in the clonal area, whereas arrowheads indicate EEs outside the clonal area. **l**, **m** The *Dl-Gal4*-positive ISCs give rise to both differentiated cell types of the intestinal lineage (enterocytes (EC) and enteroendocrine (EE) cells). **n**, **o** *Su(H)-GBE*-positive EB cells exclusively give rise to ECs, but not to EEs. **p**, **q** Similar to *Su(H)-GBE*-positive EBs, *klu-Gal4*-positive cells give rise exclusively to ECs. Representative areas of posterior midgut are shown. *n* = 7 guts examined for **l**, **m**, *n* = 7 guts examined for **n**, **o** and *n* = 10 guts examined for **p**, **q**. Scale bar = 50 µm, except in **a**–**c**: scale bar is 25 µm

Lineage-tracing experiments have previously shown that Notch-positive EB precursor cells exclusively give rise to enterocytes, whereas Delta-positive ISCs can give rise to clones with both ECs and EEs^14,15^. To trace the fate of Klu-expressing cells, we crossed the *klu-Gal4* enhancer-trap line to a Actin promoter-driven FlipOut (F/O) lineage-tracing cassette (*UAS-GFP, tub-Gal80*^*ts*^;*UAS-Flp, Act* >*STOP*> *Gal4*). As expected, *Dl-Gal4*-expressing ISCs gave rise to both ECs as well as EEs, marked by expression of the transcription factor Prospero (Pros) (Fig. 1l, m, arrows). In contrast, Notch-positive EBs (*Su(H)GBE-Gal4*) only gave rise to ECs, but not EEs (Fig. 1n, o, arrowheads). Similar to Notch-positive EBs, *klu-Gal4*-traced cells gave rise exclusively to ECs, but not EEs (Fig. 1p, q). We conclude that Klu is expressed in the EC-generating EBs in the *Drosophila* midgut.

### Klu loss of function leads to excess EE differentiation

To determine the role of Klu in the specification and/or differentiation of cells in the ISC lineage, we first inhibited Klu function using the temperature-inducible TARGET-system to express RNAi constructs in specific lineages^25^. We used *esg-Gal4*^*ts*^ to express *klu*^*RNAi*^ in ISCs and EBs, and *Su(H)GBE-Gal4*^*ts*^ to express *klu*^*RNAi*^ in EBs only. In both conditions, knockdown of Klu increased EE numbers in the posterior midgut (Fig. 2a–d, quantification in Fig. 2i), suggesting that knockdown of Klu in EBs promoted the adoption of EE over EC fates in these cells. To confirm this, we used EB-specific FlipOut lineage tracing in combination with *klu*^*RNAi*^ to trace the fate of *klu*^*RNAi*^ -expressing EBs. We induced clones for 10 days at 29 °C, followed by a short 16-hour infection with the pathogen *Erwinia carotovora* (*Ecc15*) to induce gut turnover. Pros-positive EEs are seldom found in such EB-derived *Su(H)GBE*-*F/O* clones in control backgrounds, yet we found a significant increase of such cells in clones expressing *klu*^*RNAi*^ (Fig. 2e, f, quantification in Fig. 2j). To further confirm these results, we generated GFP-marked clones homozygous for a null allele of Klu, *klu*^*R51*^ using the MARCM technique^24,26^ and quantified EE numbers. Quantification showed that *klu*^*R51*^ MARCM clones had more EE cells/clone (Fig. 2g, h, quantification in Fig. 2k). Interestingly, the GFP-negative tissue also contained more EEs in *klu*^*R51*^ MARCM animals than in control animals (*FRT2A*, Fig. 2g, compare with Fig. 2h). This is likely due to the fact that in this genotype, the GFP-negative tissue is heterozygous for *klu*^*R51*^. Accordingly, MARCM RNAi (*FRT40A*;*klu*^*RNAi*^) clones (in which the surrounding tissue is wild type for Klu) had an increase in the number of EE cells/clone, but no difference in EE cells in the non-clonal surrounding tissue (Supplementary Fig. 2g, h, quantification in Supplementary Fig. 2i, j). These results strongly suggest that Klu acts cell-autonomously in preventing EE differentiation of EB.

**Fig. 2:**
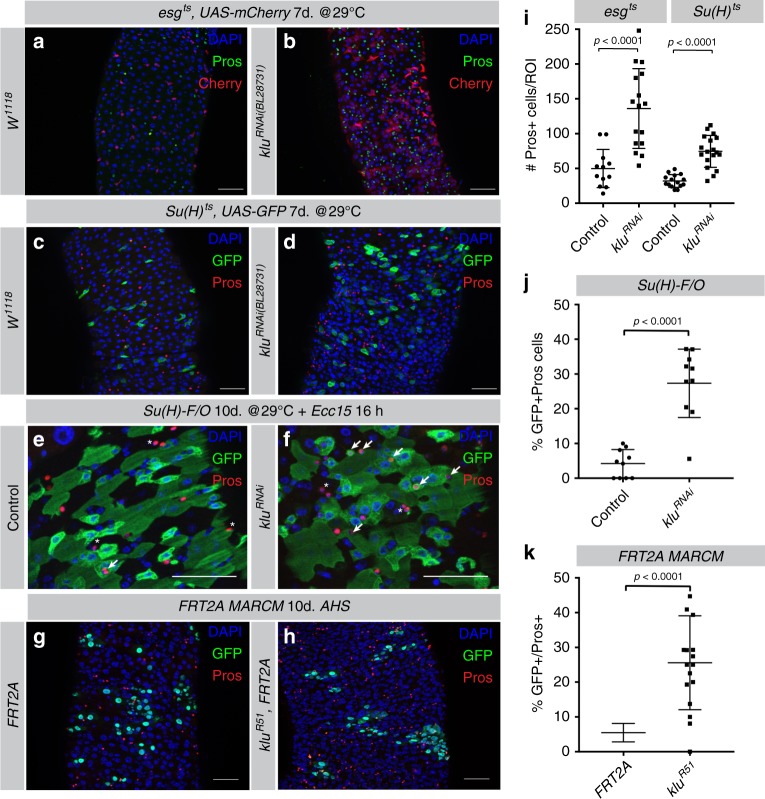
Loss of Klu leads to excess EE differentiation. **a**–**d** RNAi-mediated knockdown of Klu results in an excess of Pros-positive EE cells. Expression of *klu*^*RNAi*^ using the ISC + EB driver *esg-Gal4*^*ts*^ (Pros in green, compare **a** with **b**) or the EB-specific *Su(H)GBE-Gal4*^*ts*^ driver (Pros in red, compare **c** with **d**). **e**, **f** *Su(H)-GBE*-driven FlipOut (*Su(H)-F/O*) clones expressing *klu*^*RNAi*^ show an increased number of Pros-positive EE cells in the clonal area upon *Ecc15* infection compared to controls (**e** compare with **f** quantification in **j**). **g**, **h** Clonal analysis of control *FRT2A* (**g**) or *FRT2A, klu*^*R51*^ (**h**) null mutant MARCM clones. Representative areas of posterior midguts are shown. **i** EE cell quantification of the posterior midgut for the genotypes in **a**–**d**. Number of midguts *n* = 12 (control *w*^*1118*^) and *n* = 16 (*klu*^*RNAi*^) for **a** and **b** and *n* = 15 (control *w*^*1118*^) and *n* = 18 (*klu*^*RNAi*^) in **c** and **d**. **j** Quantification of GFP-Pros double-positive cells/ROI in control and *klu*^*RNAi*^-expressing *Su(H)-F/O* clones in **e** and **f**. *n* = 10 for control and *n* = 10 for *klu*^*RNAi*^ guts. **k** Quantification of the number of Pros-positive EEs/clone and the total number of Pros-positive EEs/ROI for the genotypes in **g** and **h**. *n* = 15 guts (*FRT2A* control) and *n* = 17 guts (*klu*^*R51*^). For quantifications in **i**–**k**: error bars represent mean ± SD. Significance was calculated using Student’s *t*-test with Welch’s correction. Scale bar = 50 µm

Interestingly, EB-to-EC differentiation could still occur in *klu*-deficient lineages: *esg-F/O* clones expressing *klu*^*RNAi*^ (*esg-F/O>klu*^*RNAi*^) still contained cells with large nuclear size and positive for the EC marker Pdm1 (refs. ^21,27^) (Supplementary Fig. 2a–f). In summary, our results indicate that loss of *klu* alters the EE-to-EC ratio in ISC lineages, but does not fully impair EC differentiation.

### Ectopic Klu blocks proliferation and EB differentiation

Based on these observations, we hypothesized that constitutive Klu overexpression could reduce EE differentiation in the ISC lineage and might trigger ectopic differentiation of ISCs into ECs. To test this, we used the *esg-F/O* system to express full-length Klu in ISC-derived clones. Wild-type *esg-F/O* clones take up most of the posterior midgut 2 weeks after induction, containing a mixture of ECs and EEs (Fig. 3a). In contrast, clones expressing full-length Klu remained very small, containing only a few cells that did not exhibit any hallmarks of differentiation into either EEs or ECs (Fig. 3b). Klu is thought to act mainly as a repressor of transcription based on studies in other organs^18,23,28^. To ask whether this repressor function of Klu would elicit the phenotypes observed, we expressed the zinc-finger DNA-binding domain of Klu fused to either a VP16 activation domain (Klu-VP16) or fused to the repressor domain from Engrailed (Klu-ERD)^28^. Whereas clones grew normally and differentiation still occurred in clones expressing the activating Klu-VP16, clone size was smaller and differentiated cells were not observed in clones expressing the repressing Klu-ERD, confirming that transcriptional repression of genes regulated by Klu is sufficient to limit growth of ISC-derived clones (Fig. 3c, d, quantification in Fig. 3e). Similarly, *UAS-klu* expression in *esg-F/O* clones inhibited proliferation of ISCs (measured by quantifying mitotic figures in the gut) both in homeostatic and infected conditions (infection with *Ecc15*; Supplementary Fig. 3a). Restriction of Klu expression solely to ISC (using *esg*^*ts*^ combined with *Su(H)-Gal80* (ref. ^29^) showed that the repression of mitosis upon *Ecc15* infection is mainly due to the ectopic expression of Klu in ISCs, although we do observe a small but significant decrease if we express Klu using the EB-driver *Su(H)*^*ts*^ (Supplementary Fig. 3b). We also combined expression of Klu (*UAS-klu*) with expression of the oncogenic *Ras*^*V12*^ variant (*UAS-Ras*^*V12*^) in *esg-F/O* clones. Whereas *esg-F/O>Ras*^*V12*^ clones occupy the entire posterior midgut 2 days after induction and contribute to a rapid loss of viability of the animal, co-expression of *UAS-klu* markedly reduced clonal size and rescued viability (Supplementary Fig. 3c–g). This is consistent with an anti-mitotic effect of ectopic Klu expression in ISCs.

**Fig. 3:**
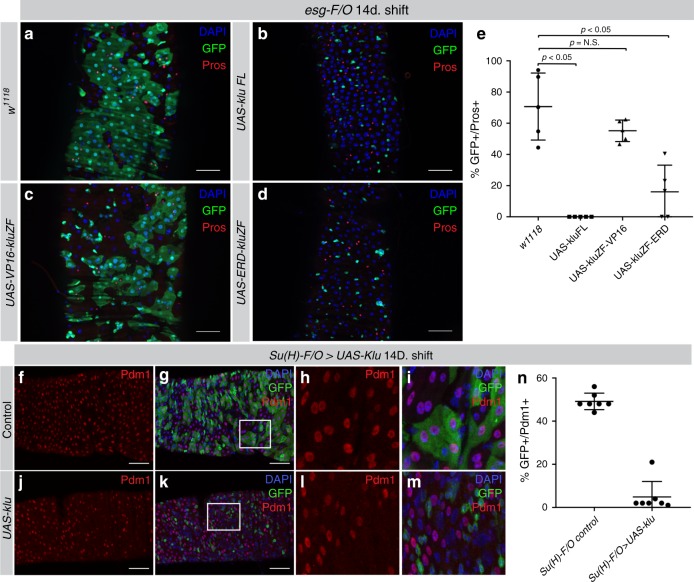
Klu overactivation results in a loss of Delta-Notch signaling and ISC differentiation. **a**–**d** Clonal expression of different Klu isoforms using the *esg-Gal4*-driven FlipOut (*esg-F/O*) system to generate ISC clones. **a** Control *esg-FO* clones grow to occupy most of the posterior midgut 2 weeks after clonal induction. **b**–**d** Clones expressing either full-length Klu (*UAS-kluFL*, **b**) or the Klu zinc-finger DNA-binding domain fused to the Engrailed Repressor Domain (*UAS-ERD-kluZF*, **d**) resulted in a block of differentiation. This was not observed when expressing the Klu zinc-finger DNA-binding domain fused to the VP16 transcriptional activator domain (*UAS-VP16-kluZF*, **c**). Representative areas of posterior midguts are shown. **e** Quantification of genotypes in **a**–**d**. *n* = 5 midguts for each genotype. **f**–**i** *Su(H)-F/O* control clones contain GFP-Pdm1 double-positive cells, representative of EB > EC differentiation (**f**, **g** closeup in **h**, **i**). **j**–**m** *Su*(*H)-F/O>UAS-klu* clones contained much less GFP-Pdm1 double-positive cells, indicative of impaired EB > EC differentiation upon Klu expression. **n** Quantification of the percentage of GFP-Pdm1 double-positive cells in images of posterior midguts from control (**f**–**i**) and *UAS-klu Su(H)-F/O* (**j**–**m**) clones. *n* = 7 midguts for each genotype. For quantifications in **e** and **n**: Error bars represent mean ± SD. Significance was calculated using Student’s *t*-test with Welch’s correction. Scale bar = 50 µm

To ask whether sustained expression of Klu in EBs would influence their differentiation, we performed lineage-tracing initiated from EBs. Indeed, continuously expressing Klu in EBs using *Su(H)-F/O* >*UAS-klu* impaired the formation of differentiated Pdm1-positive enterocytes (Fig. 3f–i, compare with Fig. 3j–m, quantification in Fig. 3n). While ectopic expression in ISCs thus impairs proliferation, sustained expression of Klu in EBs impairs EC differentiation. These results support a model in which Klu acts in early EBs to restrict EE differentiation, but it needs to be suppressed to allow EC differentiation.

To further characterize the gain-of-function phenotype, we combined *UAS-klu* with the ISC-marker *Dl-lacZ* and the EB-marker *Su(H)GBE-lacZ*. Interestingly, *esg-F/O* clones expressing *UAS-klu* did not stain positive for either *Dl-lacZ* (Fig. 4a–d) or *Su(H)GBE-lacZ* (Fig. 4e–h), suggesting that ectopic Klu expression in ISCs interferes with normal Dl-Notch signaling in ISC-EB pairs. To investigate this interaction between Notch signaling and Klu activity further, we performed epistasis experiments: Klu overexpression prevented the formation of large tumors in Notch loss of function *esg-F/O* clones (Supplementary Fig. 4a–l) and *UAS-klu* can repress the excess mitosis seen in the *esg*^*ts*^>*N*^*RNAi*^ genotype (Fig. 4i), consistent with the inhibition of ISC proliferation upon Klu expression.

**Fig. 4:**
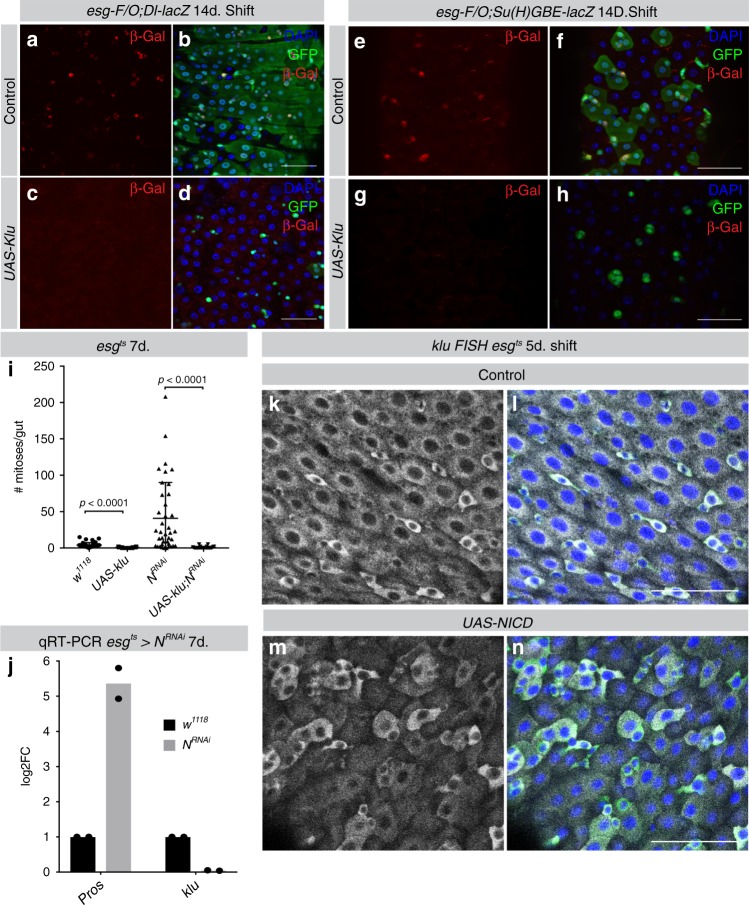
Klu is regulated by Notch and represses Notch-induced tumor formation. **a**, **b** Control *esg-F/O* clones always contain 1 or more ISCs expressing *Dl-lacZ*. **c**, **d** *esg-F/O*>*UAS-klu* clones have no detectable *Dl-lacZ* expression. **e**, **f** Similarly, control *esg-F/O* clones contain EBs expressing *Su(H)-GBE-lacZ,* but not *esg-F/O* clones expressing *UAS-klu* (**g**, **h**). Representative areas of posterior midgut are shown. *n* = 3 midguts examined/genotype in **a**–**h**. **i** Quantif**i**cation of the number of mitoses per midgut in *esg*^*ts*^ guts expressing *N*^*RNAi*^ alone or in combination with *UAS-klu*. Klu expression also reduced mitosis compared to control midguts (*esg*^*ts* ^× *w*^*1118*^, control average = 4.2 mitoses/midgut, compare to *UAS-klu*: 0.48 mitoses/midgut, *P* < 0.0001). *n* = 42 for control (crossed with *w*^*1118*^) *esg*^*ts*^ animals and *N*^*RNAi*^ animals, *n* = 33 for *UAS-klu* and *n* = 24 for *UAS-klu*;*N*^*RNAi*^. **j** Quantitative real-time PCR of sorted *esg*^*ts*^ GFP^+^ cells expressing *N*^*RNAi*^ for the EE-marker Pros and Klu. cDNA was derived from two replicates/genotype, each replicate containing mRNA isolated from *esg*^*ts*^ GFP^+^ cells from 100 midguts/genotype. **k**–**n** Fluorescent in situ hybridization for a *klu* probe showed induced expression in *esg*^*ts*^ GFP^+^ cells that overexpress constitutively active Notch intracellular domain (NICD, **m**, **n**) compared to control *esg*^*ts*^ cells (**k**, **l**). Representative areas of posterior midgut are shown. *n* = 4 midguts examined/genotype in **k**–**n**. Scale bar = 50 µm

To test whether Notch is required for Klu expression in EBs, we performed qRT-PCR for *klu* on progenitor cells expressing *N*^*RNAi*^ for 1 week (*esg*^*ts*^ *>* *N*^*RNAi*^). Consistent with the formation of Pros^+^ cell tumors, loss of Notch leads to a 5.5-fold upregulation of *pros* mRNA in Esg^+^ cells. However, *klu* expression is almost absent from *N*^*RNAi*^ cells (Fig. 4j), strongly suggesting that Klu expression depends on Notch activity.

Ectopic activation of Notch in stem-progenitor cells using the Intracellular domain of Notch (*esg*^*ts*^ >*UAS-N*^*ICD*^) results in a loss of the stem-progenitor compartment due to premature differentiation into EC cells^10^. *UAS-N*^*ICD*^ expression resulted in *klu* mRNA expression in large Esg^+^ cells that seem to be differentiating into ECs based on their nuclear size (Fig. 4m, n, compare with Fig. 4k, l), suggesting that Notch activation is sufficient to induce Klu expression. However, combining *UAS-N*^*ICD*^ with *klu*^*RNAi*^ did not alter the premature differentiation phenotype of *UAS-N*^*ICD*^ (Supplementary Fig. 4m–t).

Since Notch activation is thus sufficient to induce differentiation of Esg^+^ progenitors into ECs even in the absence of Klu, we conclude that induction of Klu by Notch in EBs is important to prevent specification of EBs into EE progenitors, but is not essential for other steps in EC differentiation.

Altogether, our results indicate that the Notch-mediated induction of Klu in EBs is required to restrict lineage commitment of EBs to the EC fate. Reciprocally, ectopic Klu expression interferes with normal Delta-Notch signaling between ISC and EB and inhibits proliferation. We propose that ISC-derived EB daughter cells that express Klu enter a cell cycle arrested, undifferentiated state, and that Klu needs to be downregulated for EC differentiation to proceed. To test this hypothesis, and to understand how Klu expression controls the EB state, we decided to explore the transcriptional program downstream of Klu.

### RNA-Seq supports role of Klu in Notch and EE differentiation

To gain a comprehensive overview of the genes controlled by Klu in the intestine, we performed RNA-Sequencing (RNA-Seq) on FACS-sorted Esg^+^ progenitor cells expressing either *klu*^*RNAi*^ or *UAS-klu*^30^ (see Fig. 5a, and Methods for details). 

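The sorted cells were GFP-marked ISCs and EBs, the stem cells of the midgut and their enteroblast daughters, from flies that carried the *esg* ts driver, a temperature-controlled system that is active in these progenitors. 3 libraries were made for each of 3 groups, control, *klu* RNAi and *UAS-klu*, 9 libraries in all. The control was the driver line crossed to flies without a *klu* transgene. Expression was induced for 2 days and followed by 16 h of infection with *Ecc15*, a bacterium that speeds up the turnover of the midgut. The Methods give 100 midguts per sample and the sample labels give 80 to 100, from which 20000 to 40000 cells were sorted. The RNA was amplified before library preparation, and PCR reads without molecular identifiers are not independent molecules, so counting intervals given for single genes cover counting error only. The authors aligned the reads to the BDGP6 genome with TopHat2 and counted the reads on each gene with FeatureCounts, and the deposited table holds these raw counts for 17559 gene identifiers, without normalization. The reads counted on genes came to between 11120915 and 13755602 per control library (median 13693434), between 13634719 and 15268495 per *klu* RNAi library (median 14730061) and between 11846628 and 15360209 per *UAS-klu* library (median 12885722). The mitochondrial large ribosomal RNA, *mt:lrRNA*, took between 11.0% and 17.6% of these reads. Replicates of one group differed by more than sampling noise, with a chi-square per degree of freedom of 20.1 to 51.8 over genes, so no library was taken as a repeat of another. Each genotype was compared with the control in a separate edgeR quasi-likelihood fit of 6 libraries, after TMM normalization and edgeR's filter on low counts with a minimum count of 10, which kept 8719 genes for *klu* RNAi and 8557 for *UAS-klu*. A gene was called changed at an adjusted p below 0.05 and a log2 fold change beyond 0.5 in either direction, the thresholds of the paper. Standard errors of log2 fold changes were computed as the absolute log2 fold change divided by the square root of the F statistic of edgeR's test. Levels are given as CPM, the count of a gene scaled to the size of its library, with TMM factors over the 9 libraries, as mean ± SD.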

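Principal components were computed from the log2 CPM of the 500 most variable of the 8994 genes that passed the filter over the 9 libraries. PC1 held 68.7% and PC2 20.3% of the variance. In the plane of PC1 and PC2, in log2 units, the replicates of a group lay 0.841 to 5.43 apart in the control, 4.63 to 9.43 in *klu* RNAi and 2.95 to 5.33 in *UAS-klu*. The closest pair of libraries from different groups lay 40.4 apart, farther than any pair of replicates. The share of PC1 moved most when all genes kept by the filter entered, to 57.8%.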

Principal component analysis on the transcriptome of these populations showed that all sample groups form distinct clusters and that group replicates cluster closely together (Supplementary Fig. 5a). 

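On PC1, the mean position of the *UAS-klu* libraries lay 65.5 from that of the control libraries and 79.5 from that of the *klu* RNAi libraries. The control and *klu* RNAi means lay 13.9 apart on the same axis, so that the distance from control to *UAS-klu* was 4.7 times that from control to *klu* RNAi. On PC2 the order was the opposite, with *klu* RNAi 45.0 and *UAS-klu* 29.0 from the control. These distances are positions of 3 libraries per group and come with no test.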

We also noticed that the distance between control and *klu*^*RNAi*^ sample groups and the *UAS-klu* group in the largest principal component PC1 is much larger (Supplementary Fig. 5a). This indicates more profound transcriptional changes in the *UAS-klu* samples compared to controls than between *klu*^*RNAi*^ and controls. This is also reflected in the FACS-profile of Esg^+^ cells expressing *klu*^*RNAi*^ and *UAS-klu*: whereas ISC and EB population sizes appeared similar between control and *klu*^*RNAi*^, the *UAS-klu*-expressing Esg^+^ cells showed a loss of clearly distinguishable ISC and EB compartments (Supplementary Fig. 5b–d). 

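Gene by gene, 613 of the genes tested in *klu* RNAi and 2157 of those tested in *UAS-klu* had an adjusted p below 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The median absolute log2 fold change was 0.20 over the genes tested in *klu* RNAi and 0.27 over those tested in *UAS-klu*. Among the genes called changed the order was the opposite, with a median of 1.5 in *klu* RNAi and 1.33 in *UAS-klu*. These medians cover only genes that passed the thresholds, fewer of them in *klu* RNAi, so that order can follow from the selection alone. The difference between the genotypes was not tested.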

We first confirmed that the transcriptome of *esg*^*ts*^>*klu*^*RNAi*^ sorted cells indeed reflects the excess EE differentiation phenotype seen in *klu*^*RNAi*^ animals by performing qRT-PCR for *prospero* (*pros*) and *scute* (*sc*). The EE marker *pros* was upregulated 5-fold upon *klu*^*RNAi*^ (Fig. 5b). The proneural transcription factor Scute (*sc*) is necessary and sufficient for EE generation in the *Drosophila* midgut^14,31,32^ and many upstream factors impinge on the expression of *sc* to regulate EE differentiation^33^. mRNA levels of *sc* increased ~2.5-fold upon *klu*^*RNAi*^ expression, and *UAS-klu* expression completely abolished *sc* mRNA expression in stem-progenitor cells (Fig. 5b).

**Fig. 5:**
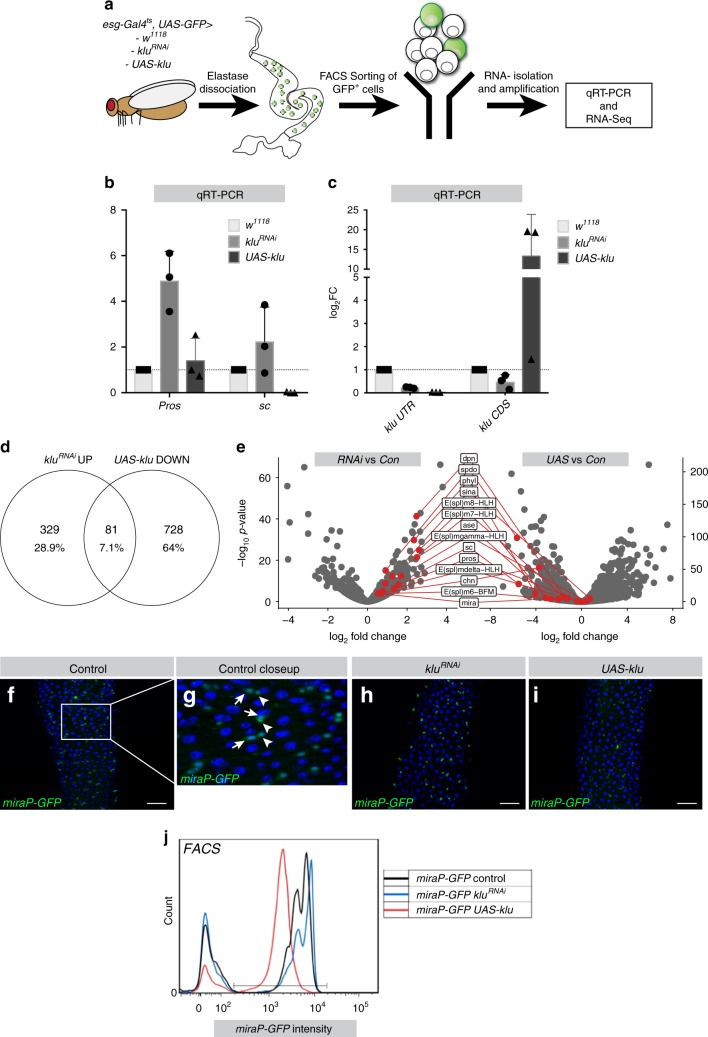
RNA-Seq indicates Klu represses Notch targets and EE differentiation genes. **a** Overview of the experiment: *esg*^*ts*^ GFP^+^ cells either expressing *klu*^*RNAi*^ or *UAS-kluFL* were sorted in triplicate and their transcriptome was compared to control *esg*^*ts*^ GFP cells (see Methods for more details). **b** qRT-PCR analysis of sorted cells for Klu and the critical EE fate regulators Scute (*sc*) and Prospero (*pros*). **c** qRT-PCR analysis of *klu* mRNA expression with a primer pair that targets the endogenous 3′ UTR coding sequence (*klu UTR*) and a primer pair that targets the coding region only (*klu CDS*). For **b** and **c**, cDNA was derived from three replicates/genotype, each replicate containing mRNA isolated from *esg*^*ts*^ GFP^+^ cells from 100 midguts/genotype. Data are plotted as mean ± SEM. **d** Overlap of upregulated genes in *klu*^*RNAi*^ and downregulated genes in *UAS-kluFL*. **e** Volcano plots comparing expression of a selection of genes from the overlap of 81 genes shown in **d**. Most genes upregulated in the *klu*^*RNAi*^ vs control set (left) are downregulated in the *UAS-klu* vs control set (right). **f**–**j** Klu represses Da-dependent *miraP-GFP* expression in ISC and EB. **f**, **g** Control *miraP-GFP* expression is high in ISCs (arrowheads) and EBs (arrows). **h** *miraP-GFP was* slightly increased in *klu*^*RNAi*^ midguts. **i** *UAS-kluFL* expression resulted in reduced levels of *miraP-GFP*. Representative areas of posterior midgut are shown. *n* = 3 animals examined/genotype in **f**–**i**. **j** GFP intensity of *miraP-GFP*-positive cells for the genotypes in **f**–**i** by FACS in a separate experiment. *n* = 50 midguts per genotype. Scale bar = 50 µm

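Over all genes called higher in *klu* RNAi and tested in both comparisons, 123 of 249 (49.4%) had a log2 fold change below 0 in *UAS-klu*. The panel shows genes selected from the paper's overlap of genes higher in *klu* RNAi and lower in *UAS-klu*, so it and this tally cover different genes. The tally leaves out 55 of the 304 genes called higher in *klu* RNAi, which did not pass the low-count filter in *UAS-klu*. Across the 8373 genes tested in both comparisons, the log2 fold changes of *klu* RNAi and *UAS-klu* had a Pearson correlation of 0.227 and a Spearman correlation of 0.116, where genes are not independent replicates. Both comparisons use the same control libraries, which alone pushes the correlation above 0. In 50 simulations of unchanged groups against shared controls, the Pearson correlation was 0.485 to 0.551 and the Spearman correlation 0.450 to 0.496, both above the observed values. These simulations hold no changed genes, while the real comparisons do. Their values are therefore not what sharing would give in these data, and no conclusion is drawn from them. With the control libraries divided between the genotypes, so that none was shared, the Pearson correlation was 0.0974 to 0.205 and the Spearman correlation -0.064 to 0.0407 over the 6 divisions. Neither the simulations nor the divisions keep the pairing of replicate numbers.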

In addition, we checked *klu* mRNA levels to verify knockdown and overexpression efficiency. As expected, we saw a 70% reduction in *klu* mRNA upon *klu*^*RNAi*^. Surprisingly, however, expression of *klu* mRNA in *UAS-klu*-expressing progenitor cells was almost completely abolished (Fig. 5c). This was contrary to the expected *klu* overexpression, but was explained by the fact that the *UAS-klu* construct does not carry the endogenous *klu* 3′UTR, which our primers targeted. Primers that solely target the coding region of *klu* (*klu CDS*), in turn, readily detected a ~12-fold upregulation of *klu* transcript. Hence, while transgenic Klu was induced as expected, endogenous Klu expression was repressed, indicating that Klu may repress its own expression. This notion of a negative autoregulatory loop was confirmed in our RNA-seq data, as we detected a high number of reads in the coding region of the gene in *UAS-klu* samples, and no reads in the 3′UTR (Supplementary Fig. 6).

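The deposited counts give 1 value per gene and do not separate reads in the coding region from reads in the 3′UTR. *klu* (FBgn0013469) lies on the minus strand of chromosome arm 3L from 10981171 to 11009188 in BDGP6. Its level was 136 ± 15.4 CPM (SD, n = 3) in the control, 67.7 ± 5.21 CPM (SD, n = 3) in *klu* RNAi and 59.5 ± 14.1 CPM (SD, n = 3) in *UAS-klu*. In *klu* RNAi this was 49.6% of the control level, a log2 fold change of -1.02 (standard error 0.11, adjusted p = 0.00196 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *UAS-klu* it was 43.6% of the control level, a log2 fold change of -1.21 (standard error 0.17, adjusted p = 0.000692 from the same edgeR test). Every library of both genotypes lay below every control library (two-sided exact permutation test, p = 0.1 for each genotype, the smallest p that 3 libraries against 3 allow). With each library left out in turn, the log2 fold change stayed between -1.10 and -0.94 in *klu* RNAi and between -1.39 and -1.04 in *UAS-klu*, and on library size alone, the setting that moved it most in *klu* RNAi, it was -0.86. Reads from the transgene and from the endogenous gene enter the same count. The paper reports a rise of *klu* transcript in *UAS-klu* with primers for the coding region, which the whole-gene count does not show. As the paper states, the construct lacks the endogenous 3′UTR, and how far the count captures its transcripts was not tested. The count thus does not show the overexpression and does not check the label of the *UAS-klu* libraries.

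**Figure D1:**
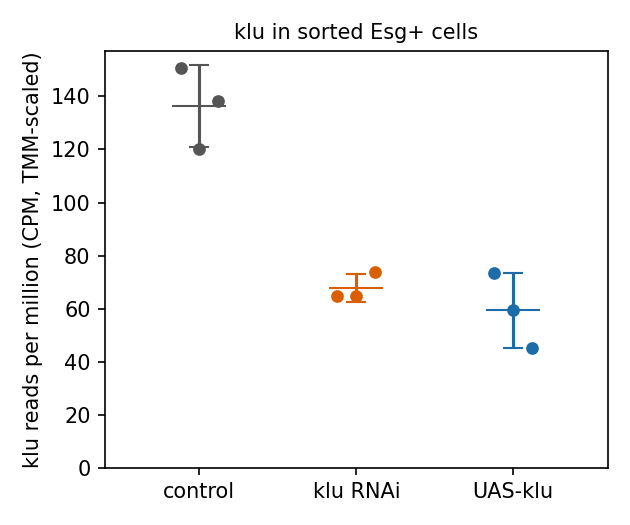
Level of *klu* in each of the 9 libraries, in CPM after TMM normalization (vertical axis), by group (horizontal axis). Points are libraries and bars are group means with the SD of 3 libraries. All 6 libraries of *klu* RNAi and *UAS-klu* lie below the 3 control libraries. The count does not separate the transgene from the endogenous gene.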

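304 genes were called higher in *klu* RNAi than in the control by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 808 genes were called lower in *UAS-klu*. The paper's lists hold 293 of these genes for *klu* RNAi and 747 for *UAS-klu*. Among the fits with 1 library left out, the number for *klu* RNAi was lowest without control replicate 2, at 143 genes, 138 of them among the 304, and it was 153 without control replicate 3. The replicate numbers were taken to pair the libraries of the 3 groups, from correlations between libraries. With the replicate number as a block in the fit, 548 genes were called higher in *klu* RNAi, with all of the 304 among them. In *UAS-klu*, the number of genes called lower changed by less than 1.5 times under the block and without any 1 library, and fell to 490 at a log2 fold change threshold of 1. Without scaling factors, on library size alone, the median log2 fold change of all genes in *klu* RNAi shifted to 0.14, and the share of called genes that were higher rose from 56.3% to 73.9%.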

Comparing the transcriptomes of wild-type progenitors with the experimental samples, we found 410 genes upregulated in *klu*^*RNAi*^ and 809 genes downregulated in *UAS-klu*-expressing Esg^+^ cells (*P*_adj_ < 0.05, log_2_FC > 0.5 or <−0.5). We also found 283 genes downregulated in *klu*^*RNAi*^ and 1025 genes upregulated in *UAS-klu* with the same criteria (*P*_adj_ < 0.05 and log_2_FC < −0.5 or >0.5, Wald significance test with Benjamini and Hochberg correction, see Methods and Supplementary Data 1). 

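By the same edgeR test, 236 genes were called lower in *klu* RNAi and 991 higher in *UAS-klu*, and the paper's lists hold 215 and 957 of them. The block by replicate number gave 374 genes lower in *klu* RNAi. Their number dropped to 119 without control replicate 2, to 137 without control replicate 3 and to 153 without *klu* RNAi replicate 3. The 5 called genes with the largest fall in *klu* RNAi, among those with at least 5 CPM in the higher group and no overlap between the groups, were *whe*, *CG16826*, *CG33109*, *Mal-B1* and *CG34212*. No read of *whe* (FBgn0031176) was counted in *klu* RNAi against 1573 in the control, which makes it at least 651-fold lower against a floor of 3 reads over the group, and at least 316-fold without control replicate 1, which held 1020 of these reads. *Mal-B1* (FBgn0032381) had 0 reads in *klu* RNAi against 262 in the control. The call of *whe* was lost with DESeq2's prior (adjusted p = 0.0614, over all settings 3.97e-10 to 0.0614), and those of *CG16826*, *CG33109* and *CG34212* under limma-voom (adjusted p = 0.0552, 0.0563 and 0.0536, the highest over their settings, with 6.63e-14, 1.39e-37 and 3.47e-15 the lowest). *whe*, *CG16826*, *CG33109* and *Mal-B1*, together with *CG6739* (FBgn0031926), were also the 5 genes with the largest fall in *UAS-klu*. The 5 with the largest rise in *UAS-klu* were *hoe1* (FBgn0041150), *CG6602* (FBgn0035673), *Cyp4p2* (FBgn0033395), *CG3829* (FBgn0035091) and *Nplp2* (FBgn0040813), with log2 fold changes from 9.37 for *hoe1* to 7.51 for *Nplp2*. The 5 with the largest rise in *klu* RNAi were *CG32302* (FBgn0052302), *sphinx1* (FBgn0052383), *CG9514* (FBgn0030592), *CG17739* (FBgn0033710) and *acj6* (FBgn0000028). Of these, *acj6* had a log2 fold change of 5.14 (standard error 0.44, adjusted p = 0.000699 by edgeR). *CG32302* had 1 read in the control and 491 in *klu* RNAi, 395-fold higher at equal depth (95% counting interval 70.6 to 15600). Of the 491 reads, 438 came from replicate 1, without which it kept its call at a log2 fold change of 5.60. It lost its call under limma-voom (adjusted p = 0.1254) and without control replicate 1 (0.0894), 2 (0.139) or 3 (0.150), over a range of 9.21e-05 to 0.150. In *UAS-klu*, *CG32302* did not pass the low-count filter, with 25 reads against 1 in the control (23.7-fold higher, 95% counting interval 3.88 to 974). With no filter it was called higher there (adjusted p = 0.00237 by edgeR), and with all 9 libraries in one fit it was not (0.174).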

Given that only the repressor form (kluZF-ERD) of Klu could recapitulate the phenotype of the expression of full-length Klu in *esg-F/O* clones (Fig. 3), we focused our analysis on genes that would be upregulated in the absence of Klu, but downregulated upon *UAS-klu* expression (Fig. 5d). In this category of 81 genes, many genes involved in the regulation of Notch signaling (the Hairy/Enhancer of Split (*E(Spl)*) complex genes *m6, m7, m8*, and the HES-like transcription factor Deadpan), as well as several previously described regulators of EE differentiation (encoding the proneural proteins Asense (*ase*), Scute (*sc*), and the adaptor protein Phyllopod, *phyl*)) could be identified (Fig. 5e). 

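65 genes were called higher in *klu* RNAi and lower in *UAS-klu*, where 24.0 would be expected if the lists were independent (one-sided Fisher's exact test over genes, p = 2.34e-14, given as a description since genes are not independent). Genes called higher in both came to 71 against 26.1 expected, 30 without control replicate 2, 34 without control replicate 3, 47 at a fold threshold of 1 and 135 with the replicate number as a block. Genes lower in both came to 81 against 22.7 expected, and genes lower in *klu* RNAi and higher in *UAS-klu* to 43 against 24.6. The shared control libraries favour overlaps in the same direction, which these expected numbers leave out. The overlap of 65 moved most without control replicate 2, to 25 genes, was 35 without control replicate 3, and was 100 with the replicate number as a block. Among those with at least 5 CPM in the higher group of each comparison and no overlap between the groups, the 5 with the largest difference between the 2 log2 fold changes were *Lime* (FBgn0033458), *phyl*, *sc*, *spdo* and *CG16786* (FBgn0034974). The rise of *CG16786* in *klu* RNAi (adjusted p = 0.0165 by edgeR) was not called with all 9 libraries in one fit (0.0640) or without control replicate 2 (0.0746) or *klu* RNAi replicate 3 (0.0523), over a range of 0.000755 to 0.0746. *dpn* (FBgn0010109; 2R, 8228971 to 8232330), which encodes Deadpan, rose from 10.5 ± 1.52 CPM to 75.6 ± 18.2 CPM in *klu* RNAi (SD, n = 3; log2 fold change 2.83, standard error 0.21, adjusted p = 0.000464 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was at 3.70 ± 1.70 CPM in *UAS-klu* (log2 fold change -1.53, standard error 0.31, adjusted p = 0.00539 by edgeR). The *E(spl)* complex lies on 3R. *E(spl)m7-HLH* (FBgn0002633; 26037038 to 26038019) had a log2 fold change of 1.40 in *klu* RNAi and -1.71 in *UAS-klu* (adjusted p = 0.00549 and 0.00320 by edgeR). *E(spl)m8-HLH* (FBgn0000591; 26040240 to 26041008) rose from 54 to 811 reads in *klu* RNAi (log2 fold change 3.60, standard error 0.33, adjusted p = 0.00103 by edgeR). No read of it was counted in *UAS-klu*, which makes it at least 19.0-fold lower than the control against a floor of 3 reads over the group. *E(spl)m6-BFM* (FBgn0002632; 26032911 to 26034047) had a log2 fold change of 3.89 in *klu* RNAi (standard error 0.85, adjusted p = 0.0300 by edgeR) and -2.99 in *UAS-klu* (standard error 0.75, adjusted p = 0.0162 by edgeR). Most of its reads in *klu* RNAi came from replicate 2, with 934 of 1314. Its call in *klu* RNAi was lost under limma-voom (adjusted p = 0.175) and without control replicate 1 (0.0873), 2 (0.0683) or 3 (0.121) or *klu* RNAi replicate 3 (0.0569), over a range of 1.24e-05 to 0.175. Its call in *UAS-klu* was lost with all 9 libraries in one fit (0.0861) and without *UAS-klu* replicate 2 (0.0620) or 3 (0.0640) or control replicate 2 (0.0784), over a range of 0.00107 to 0.0861.
The proneural genes *ase* (FBgn0000137; X, 460747 to 463176) and *sc* (FBgn0004170; X, 396060 to 397497) also fell in this category. *ase* rose from 58 to 961 reads in *klu* RNAi (log2 fold change 3.74, standard error 0.43, adjusted p = 0.00260 by edgeR). In *UAS-klu* 3 reads of *ase* were counted, 20.4-fold lower than the control at equal depth (95% counting interval 6.63 to 102). *sc* rose from 16.1 ± 0.773 CPM to 29.3 ± 5.98 CPM in *klu* RNAi (log2 fold change 0.86, standard error 0.16, adjusted p = 0.0178 by edgeR) and dropped to 0.182 ± 0.0599 CPM in *UAS-klu* (log2 fold change -6.43, adjusted p = 5.87e-07 by edgeR). The rise of *sc* was not called without control replicate 2 (adjusted p = 0.0828) or 3 (0.0798), over a range of 0.000182 to 0.0828, or at a fold threshold of 1. *spdo* (FBgn0260440; 3R, 30476684 to 30478849) had a log2 fold change of 0.95 in *klu* RNAi and -5.93 in *UAS-klu* (adjusted p = 0.00103 and 7.88e-07 by edgeR), the first of them below a fold threshold of 1.

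**Figure D2:**
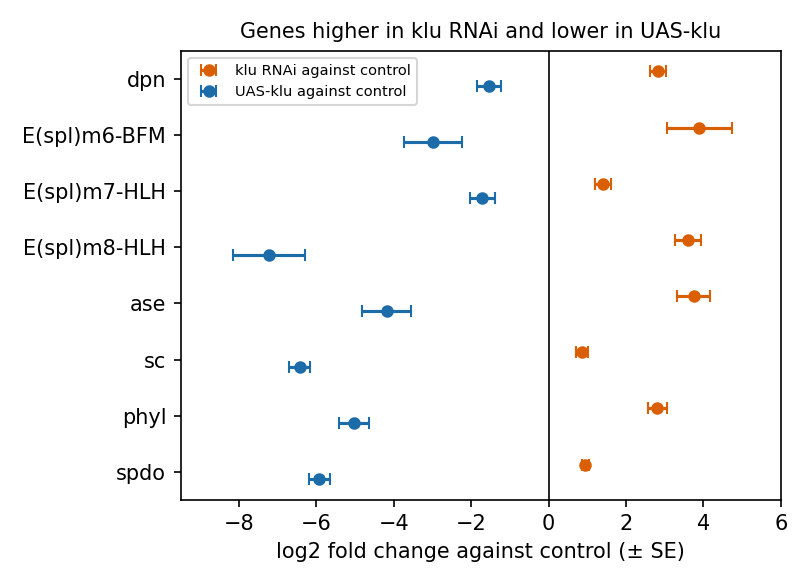
Log2 fold change against the control (horizontal axis) of *dpn*, *E(spl)m6-BFM*, *E(spl)m7-HLH*, *E(spl)m8-HLH*, *ase*, *sc*, *phyl* and *spdo*, each called higher in *klu* RNAi (orange) and lower in *UAS-klu* (blue), with bars of 1 standard error. The directions follow from how the genes were chosen. The value and bar of *E(spl)m8-HLH* in *UAS-klu* are fitted to 0 reads, depend on the prior count and are no bound.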

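Within the *E(spl)* complex, *E(spl)mδ-HLH* (FBgn0002734; 3R, 25997621 to 25998633) rose from 0.903 ± 0.243 CPM to 5.06 ± 0.899 CPM (SD, n = 3) in *klu* RNAi, a log2 fold change of 2.48 (standard error 0.31, adjusted p = 0.00324 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *UAS-klu* its log2 fold change was -0.49 (standard error 0.42, adjusted p = 0.437 by edgeR), from 33 reads in the control and 25 in *UAS-klu*. *E(spl)mγ-HLH* (FBgn0002735; 3R, 25999851 to 26000761) rose from 6.57 ± 3.71 CPM to 30.4 ± 5.66 CPM (SD, n = 3) in *klu* RNAi, a log2 fold change of 2.22 (standard error 0.36, adjusted p = 0.00969 by edgeR). Without control replicate 2 its adjusted p was 0.0596, over a range of 7.20e-10 to 0.0596. In *UAS-klu* its log2 fold change was 0.44 (standard error 0.50, adjusted p = 0.576 by edgeR) and took the opposite sign, -0.21, without *UAS-klu* replicate 1. The difference between the 2 genotypes was not tested.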

Additional *E(Spl)* genes (*E(Spl)-mδ* and *E(Spl)-mγ)* were significantly upregulated in *klu*^*RNAi*^ samples, but did not change significantly in *UAS-klu* samples (Fig. 5e). *E(Spl)-*genes are a group of genes activated by Notch that mediate its downstream transcriptional response^34^. *Phyl*, in turn, acts to destabilize Tramtrack (*ttk*), a strong repressor of the *achaete–scute* complex genes *scute* and *asense*, loss of which leads to a dramatic increase in EE numbers^33,35^. Reciprocally, loss of *phyl* stabilizes Ttk and results in a complete loss of EEs^36^. The induction of *phyl* in *klu* loss of function conditions thus explains the increase in EEs. 

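*phyl* (FBgn0013725) lies on the minus strand of 2R from 14427336 to 14432337. It rose from 5.26 ± 0.541 CPM in the control to 37.3 ± 10.6 CPM in *klu* RNAi (SD, n = 3), a log2 fold change of 2.81 (standard error 0.23, adjusted p = 0.000699 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, the log2 fold change stayed between 2.62 and 3.03, and with DESeq2's prior it was 2.29.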

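*chn* (FBgn0015371; 2R, 15115236 to 15144783) fell from 27.4 ± 2.59 CPM in the control to 1.85 ± 0.207 CPM in *UAS-klu* (SD, n = 3), a log2 fold change of -3.89 (standard error 0.17, adjusted p = 5.87e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *klu* RNAi it rose to 40.7 ± 1.53 CPM (SD, n = 3), a log2 fold change of 0.57 (standard error 0.11, adjusted p = 0.0185 by edgeR), the call of which was lost at a fold threshold of 1 and without control replicate 2 (adjusted p = 0.0824), control replicate 3 (0.0798), *klu* RNAi replicate 2 (0.0571) or *klu* RNAi replicate 3 (0.0642), over a range of 0.000975 to 0.0824.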

We also found that expression of Charlatan (*chn*) was downregulated by *UAS-klu*. Chn is a transcription factor that positively regulates Achaete and Scute, and loss of Chn causes proliferation and differentiation defects in the midgut stem-progenitor compartment^37–39^. Hence, Klu represses the expression of several genes that have reported roles in EE differentiation.

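*pros* (FBgn0004595; 3R, 11328480 to 11407627), which encodes the EE marker Prospero, rose from 30.0 ± 2.82 CPM in the control to 160 ± 91.2 CPM in *klu* RNAi (SD, n = 3), a log2 fold change of 2.42 (standard error 0.38, adjusted p = 0.00863 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *UAS-klu* it was at 30.4 ± 7.81 CPM (log2 fold change 0.0097, standard error 0.18, adjusted p = 0.978 by edgeR), with a sign that changed in 5 of the settings run. The other *achaete–scute* complex genes were at or near the limit of detection. No read of *ac* (FBgn0000022) was counted in any library, and *l(1)sc* (FBgn0002561) had 5 reads in the control, 9 in *klu* RNAi and 2 in *UAS-klu* (2.63-fold lower, 95% counting interval 0.431 to 27.7), and did not pass the low-count filter. With no filter, the 1 setting that tested it, its adjusted p by edgeR was 0.774 in *klu* RNAi and 0.589 in *UAS-klu*. From genes that rise in *klu* RNAi and fall in *UAS-klu*, *ase*, *sc* and *phyl* among them, from the fall of *chn* in *UAS-klu*, and from reported roles in EE differentiation, the paper concludes that Klu represses the expression of several genes of that fate.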

Our transcriptome data also revealed changes downstream of Klu that may explain the Klu-induced exit from the stem cell state: ISC maintenance depends on the Class I bHLH-family member *daughterless* (Da)/E47-like, since loss of Da results in loss of ISC fate and EC differentiation^32^. The gene *miranda (mira)* is a Da/proneural target gene that is also highly expressed in ISCs and to a lesser extent in EBs (Fig. 5f, g)^32,39^. Proneural factors such as Ase and Sc require Da to dimerize and regulate transcription^40^. *klu*^*RNAi*^ resulted in a slight but significant upregulation of *mira* in ISC/EB clusters, whereas Klu overexpression resulted in a 2.3-fold downregulation (Fig. 5e). To confirm this, we used a *mira-Promoter-GFP (mira-GFP)* line^32^ and combined this with *klu*^*RNAi*^ and *UAS-klu*. 

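*mira* (FBgn0021776; 3R, 19931799 to 19935120) was at 56.9 ± 15.0 CPM in the control, 93.7 ± 14.7 CPM in *klu* RNAi and 23.7 ± 10.2 CPM in *UAS-klu* (SD, n = 3). In *klu* RNAi its log2 fold change was 0.72 (standard error 0.20, adjusted p = 0.0684 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was not called. The same rise was called with the replicate number as a block (adjusted p = 0.00171), by DESeq2 without and with a prior (0.00363 and 0.00371), on library size alone (0.0130), with no filter (0.0270) and without control replicate 1 (0.0254), over a range of 0.00171 to 0.195. In *UAS-klu* its log2 fold change was -1.26 (standard error 0.29, adjusted p = 0.0111 by edgeR).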

Confocal microscopy and FACS sorting of cells expressing either *klu*^*RNAi*^ and *UAS-klu* confirmed that *UAS-klu* expression could reduce *mira-GFP* levels in Esg^+^ cells, whereas a slight induction is seen in *klu*^*RNAi*^ cells (Fig. 5h, i). FACS sorting indicated an increase in GFP intensity of the EB cells (Fig. 5j, rightmost peak) in *klu*^*RNAi*^ Esg^+^ cells. This suggests that physiologically, Klu acts to inhibit *mira* expression in EBs and that ectopic expression of Klu in ISCs is sufficient to repress the expression of stem cell markers like *miranda*.

### Klu acts upstream of Scute in EE differentiation

Scute plays a critical role in a transcriptional loop that regulates both ISC proliferation and the initiation of EE differentiation^16^. Our genetic and transcriptional profiling experiments suggest that Klu likely acts downstream of Notch, but upstream of the proneural genes Ase and Sc in repressing EE differentiation (Figs. 3–5, Supplementary Fig. 4). We performed epistasis experiments with Klu and Sc to test this hypothesis. We generated *esg-F/O* clones that express *klu*^*RNAi*^ in the presence or absence of *sc*^*RNAi*^. Clones expressing *klu*^*RNAi*^ contained more EE cells compared to control clones (Fig. 6c, d compare with Fig. 6a, b), whereas clones expressing *sc*^*RNAi*^ are almost completely devoid of EE cells (Fig. 6e, f). The combination of *klu*^*RNAi*^ and *sc*^*RNAi*^ also resulted in clones with little or no EE differentiation (Fig. 6g, h, quantification in Fig. 6i). This suggests that excess EE differentiation in *klu*^*RNAi*^*-*expressing clones depends on Scute. To confirm that Scute would act downstream of Klu in determining EE fate, we combined overexpression of Scute and Klu. Clonal expression of Scute using the *esg-F/O* system resulted in clones consisting almost entirely of Pros-positive EE cells whereas clones expressing *UAS-klu* are completely devoid of EE cells (quantification in Fig. 6j, images in Supplementary Fig. 7a–l). Co-expression of Klu and Scute leads to a marked reduction in clone size (Supplementary Fig. 7m) but EE differentiation was observed in a large fraction of the clones, although the percentage of differentiated cells is reduced compared to *UAS-Sc* alone (Fig. 6j). We conclude that Scute can still induce EE differentiation, even in Klu gain-of-function conditions.

**Fig. 6:**
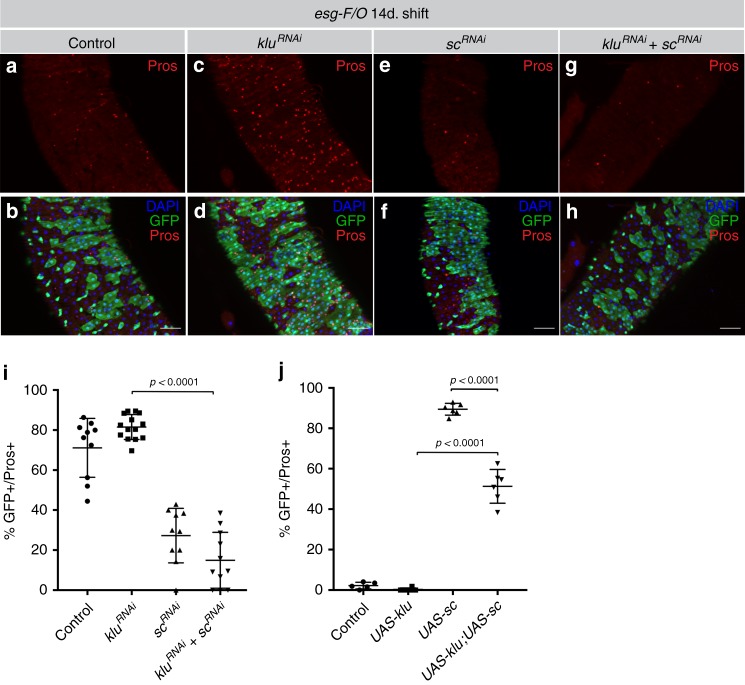
Scute acts downstream of Klu in enteroendocrine differentiation. **a**, **b** Control *esg-F/O* clones 14 days after clonal induction. **c**, **d** Expression of *klu*^*RNAi*^ lead to increased EE differentiation in clones, marked by increased numbers of Pros^+^-cells (red) (**c**, **d**, quantification in **i**, **j**). **e**, **f** *sc*^*RNAi*^ clones showed almost no EE differentiation. **g**, **h** Similarly, the combination of *klu*^*RNAi*^ with *sc*^*RNAi*^ resulted in clones lacking EE differentiation. Representative areas of posterior midgut are shown. **i** Quantification of GFP^+^/Pros^+^ double-positive cells/clone of the genotypes in **a**–**h**. *n* = 10 for control, *n* = 14 for *klu*^*RNAi*^*, n* = 10 for *sc*^*RNAi*^ and *n* = 12 for *sc*^*RNAi*^*;klu*^*RNAi*^. **j** Quantification of GFP^+^/Pros^+^ double-positive cells/clone of *esg-F/O* clones expressing either *UAS-sc*, *UAS-klu*, or the combination. See Supplementary Fig. 7 for images. *n* = 5 for control, *n* = 6 for *UAS-klu*, *UAS-sc*, and *UAS-klu*;*UAS-sc*. Error bars represent mean ± SD. Significance was calculated using Student’s *t*-test with Welch’s correction. Scale bar = 50 µm

We observed an increase in the number of Pros-pH3 double-positive cells in UAS-Sc compared to control, likely representing the EE-progenitor cells (EEp) undergoing a final round of division^16^. Strikingly, this percentage increased in *esg-F/O* *>* *UAS-klu* *+* *UAS-sc* clones (Supplementary Fig. 7n). However, the clonal size in this genotype is no larger than in *esg-F/O* *>* *UAS-klu* over-expressing clones (Supplementary Fig. 7n), indicating that these cells might be arrested in mitosis. This suggests that although Klu expression cannot completely repress *UAS-Sc*-induced EE differentiation, the effect of Klu on cell cycle progression interferes with the proliferation-inducing capacity of Scute.

### Klu binds to genes regulating EE fate, cell cycle and Notch

The differentially expressed genes (DEGs) from our RNA-Seq analysis might reflect genes that are direct target genes of Klu. Alternatively, the transcriptional changes might be the consequence of a change in cell populations due to the loss or overexpression of Klu. To distinguish between these possibilities and to identify genes directly regulated by Klu, we performed targeted DamID of Klu in Esg^+^ stem-progenitor cells^41^. We used the DamID-seq pipeline (ref. ^42^, see Methods) to identify 1667 genes that had one or more Klu binding peak(s) within 2 kb of their gene body in all three replicates. Using two published position weight matrices for Klu binding^43^, we could establish that 692 of the 1667 genes (41.5%) had one or more Klu-binding motif(s) present in their binding peaks. We considered these peaks as high-confidence Klu-bound sites. Our transcriptomics data on Klu indicated that Klu controls many genes involved in Notch signaling, EE differentiation, and cell cycle regulation. 

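2 lists of cell cycle genes, fixed before the data were examined, were tested as sets with limma's camera test, with Benjamini-Hochberg adjustment over 12 tests. The 32 mitotic genes had a median log2 fold change of 0.17 in *klu* RNAi and -0.42 in *UAS-klu* (adjusted p = 0.00018 in each genotype by camera). In *klu* RNAi 29 of the 32 genes lay above 0 and 1 was called higher. In *UAS-klu* 5 lay above 0, 13 were called lower and 1 was called higher. The single genes called higher, named here after their values were seen, were *CycB3* in *klu* RNAi and *stg* in *UAS-klu*. Among the 27 DNA replication genes found in the table, the median was 0.10 in *klu* RNAi and 0.07 in *UAS-klu* (adjusted p = 0.0804 and 0.651 by camera), and without control replicate 2 the set was called in *klu* RNAi (adjusted p = 0.00611, over a range of 0.00611 to 0.677). These camera tests assume a correlation of 0.01 between genes. The mitotic calls held under limma's fry test (adjusted p = 0.0359 in each genotype) and did not with a correlation estimated from the data (0.613 in each).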

We identified a cluster of binding sites at the centrosomal end of the *E(Spl)-*locus around the *E(Spl)-mδ* and *E(Spl)-mγ* genes (Fig. 7a). 

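Of the 12 genes of the *E(spl)* complex, 10 passed the low-count filter in *klu* RNAi and 9 in *UAS-klu*. Their median log2 fold change was 0.82 in *klu* RNAi (adjusted p = 0.0668 by limma's camera test) and -1.71 in *UAS-klu* (adjusted p = 0.00125 by camera), the same median with *E(spl)m8-HLH* at its bound. By fry, another test in limma, both were called (adjusted p = 0.0191 in each), and with an estimated correlation neither was (0.613 in each). In *klu* RNAi, 7 genes had an adjusted p below 0.05 by edgeR when adjusted over the list alone and 5 over all genes tested, and in *UAS-klu* 6 and 6. These counts use no fold threshold. Values of these genes in Supplementary Data 1 had been seen before the list was fixed, so the first count is not independent evidence. Some members were lower in both genotypes, unlike *m6*, *m7* and *m8*. *E(spl)mα-BFM* (FBgn0002732) had a log2 fold change of -0.71 in *klu* RNAi and -1.72 in *UAS-klu* (adjusted p = 0.250 and 0.00283 by edgeR). Without control replicate 1 these were -0.18 and -1.19. *E(spl)m3-HLH* (FBgn0002609) had -0.48 in *klu* RNAi and -1.19 in *UAS-klu* (adjusted p = 0.174 and 0.000686 by edgeR), and its fall in *klu* RNAi was called without *klu* RNAi replicate 1 (adjusted p = 0.0204, over a range of 0.00866 to 0.381). *Kaz-m1* (FBgn0002578), the *m1* gene, had -0.97 in *klu* RNAi and -2.53 in *UAS-klu* (adjusted p = 0.0972 and 0.000105 by edgeR), and its fall in *klu* RNAi was called with the replicate block (adjusted p = 0.0143), by DESeq2 without and with a prior (0.0155 and 0.0157) and without *klu* RNAi replicate 1 (0.00260), over a range of 0.00260 to 0.262. *E(spl)mβ-HLH* (FBgn0002733) had -0.75 in *klu* RNAi and -0.45 in *UAS-klu* (adjusted p = 0.197 and 0.275 by edgeR), and its fall in *klu* RNAi was called only with the block (adjusted p = 0.00989, over a range of 0.00989 to 0.406). Without control replicate 1 its log2 fold changes were -0.31 and -0.0027, so its falls rest largely on that library. *E(spl)m2-BFM* (FBgn0002592) had 0.24 in *klu* RNAi (standard error 0.59, adjusted p = 0.856 by edgeR), with the opposite sign under limma-voom and without *klu* RNAi replicate 1, and did not pass the filter in *UAS-klu*, where its adjusted p by edgeR was 0.303 with no filter, over a range of 0.134 to 0.439 in the settings that tested it. *E(spl)m4-BFM* (FBgn0002629) and *E(spl)m5-HLH* (FBgn0002631) did not pass it in either genotype and were tested with no filter alone. *E(spl)m4-BFM* had 5, 33 and 6 reads in control, *klu* RNAi and *UAS-klu*. In *klu* RNAi this is 5.31 times the control (95% counting interval 2.06 to 17.4) and was called higher with no filter (log2 fold change 2.32, adjusted p = 0.0468 by edgeR), and in *UAS-klu* the adjusted p was 0.965. *E(spl)m5-HLH* had 9, 6 and 1 reads, with adjusted p of 0.659 in *klu* RNAi and 0.136 in *UAS-klu*, where it was 9.48-fold lower (95% counting interval 1.31 to 416).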

Since our RNA-Seq data showed that many of the *E(Spl)-*genes change expression in both *klu*^*RNAi*^ and *UAS-klu* conditions (Fig. 5e), this suggests that Klu could possibly regulate the expression of multiple members of the *E(Spl)*-complex through this binding peak at the centrosomal end of the *E(Spl)*-locus. Furthermore, we identified a Klu-Dam binding peak at the *klu* locus, supporting our hypothesis that Klu acts in an autoregulatory loop by negatively regulating its own expression (Fig. 7b). Previous work has shown that Scute and the *E(Spl)*-complex member *E(Spl)m8-HLH* act in a regulatory loop to generate an EE precursor directly from the ISC^16^. Since our results indicate that Scute is upregulated upon loss of Klu and acts epistatically to Klu in EE formation, we first looked for Klu binding in and around the *scute* locus. We did not observe binding of Klu-Dam around any of the genes in the Achaete/Scute complex. However, we did identify a DamID peak around the *sina* and *sinah* loci (Fig. 7c). Together with the adaptor protein Phyllopod, the Sina and Sinah E3-ubiquitin ligases are able to degrade the transcriptional repressor Tramtrack (*ttk*), which represses EE fate^33,36^. *sina* transcript levels are upregulated 2.2-fold upon *klu* RNAi and *phyl* levels are upregulated 8-fold as well as downregulated 15-fold upon *UAS-klu* expression (Fig. 5e, Supplementary Data File 1). Hence, we propose that Klu represses EE fate determination in EBs upstream of Scute by stabilizing Tramtrack, since Klu directly represses the members of the E3-ligase complex Sina, Sinah, and (indirectly) Phyl that can normally target Ttk for destruction.

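*sina* (FBgn0003410; 3L, 16853751 to 16858712) was at 23.5 ± 3.60 CPM in the control and 45.9 ± 2.08 CPM in *klu* RNAi (SD, n = 3), a log2 fold change of 0.97 (standard error 0.13, adjusted p = 0.00474 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), below a fold threshold of 1. In *UAS-klu* it was higher than in the control as well, at 39.2 ± 1.73 CPM (SD, n = 3; log2 fold change 0.73, standard error 0.14, adjusted p = 0.00331 by edgeR). *sinah* (FBgn0259794; 3L, 16859080 to 16860529) had 6 reads in the control, 4 in *klu* RNAi and 4 in *UAS-klu*, and did not pass the low-count filter. With no filter, the 1 setting that tested it, its adjusted p by edgeR was 0.691 and 0.769. *phyl* was at 0.154 ± 0.0147 CPM in *UAS-klu*, with 6 reads against 198 in the control (log2 fold change -5.03, standard error 0.38, adjusted p = 1.03e-05 by edgeR). *ttk* (FBgn0003870; 3R, 31713867 to 31735392) had a log2 fold change of 0.43 in *klu* RNAi and -0.37 in *UAS-klu* (standard error 0.10 in each, adjusted p = 0.0385 and 0.0257 by edgeR), within the fold threshold of 0.5 in both. On library size alone its rise in *klu* RNAi was called, at a log2 fold change of 0.58.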

**Fig. 7:**
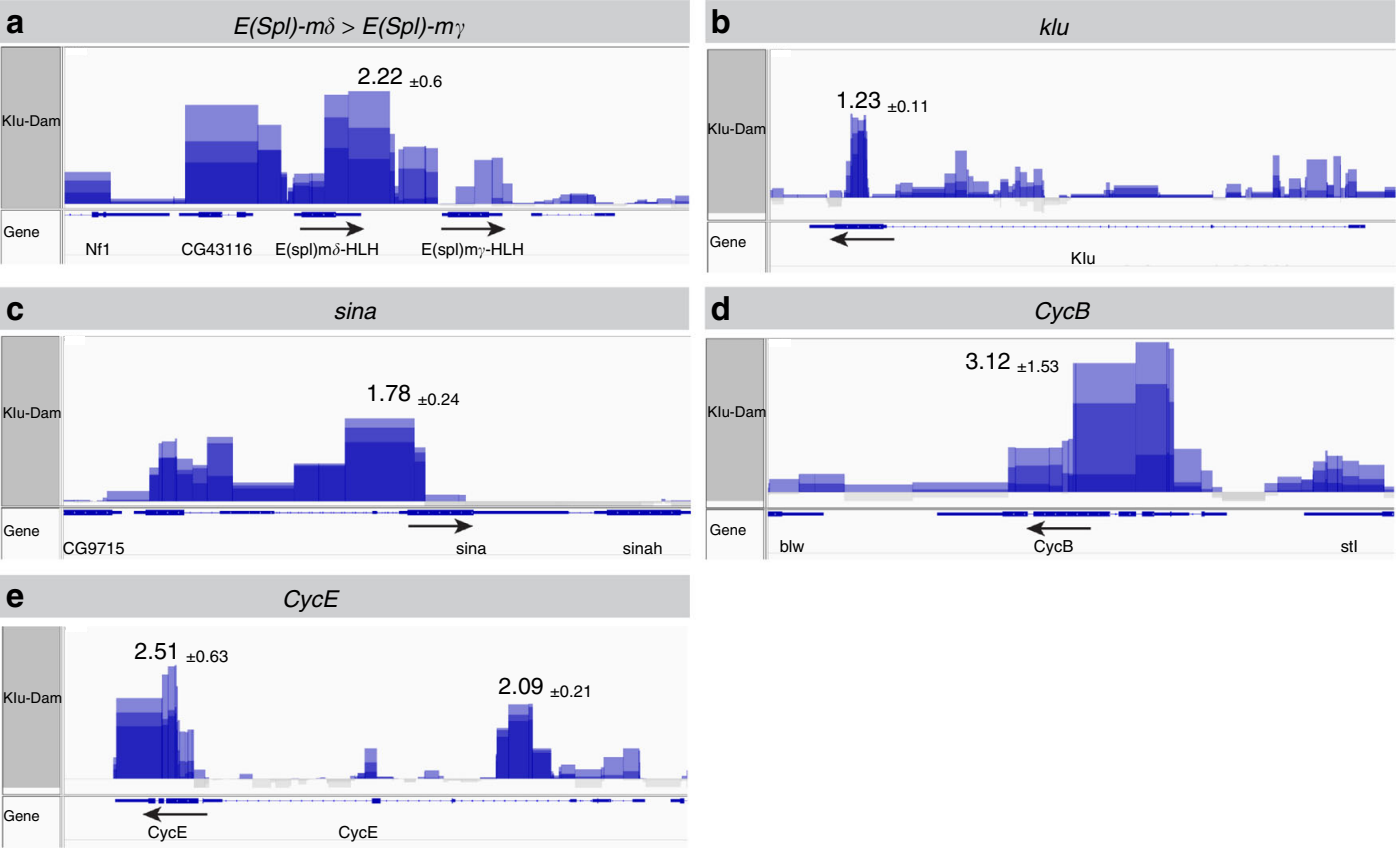
Klu binds genes involved in Notch, cell cycle, and EE fate. **a**–**e** Klu-Dam binding tracks (in triplicate) for the *E(Spl)-*complex locus (**a**), *klu* (**b**), *sina* (**c**), and the Cyclins *CycB* (**d**) and *CycE* (**e**). Tracks are displayed in Integrated Genome Viewer (IGV) as overlayed tracks of the triplicate Klu-Dam vs Dam-only control comparisons. Arrows indicate direction of transcription. Numbers indicate average maximum peak height (log_2_FC of Klu-Dam over Dam-only control ± SD) for each of the three replicates

In addition to genes involved in Notch signaling and EE specification, we find evidence for direct repression of critical cell cycle regulators by Klu. We find Klu-binding peaks at both the Cyclin B (*CycB*) and Cyclin E (*CycE*) loci (Fig. 7d, e), two Cyclins that are essential for G1–S and G2–M progression, respectively. 

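*CycE* (FBgn0010382; 2L, 15727581 to 15748150) was at 8.96 ± 2.73 CPM in the control, 13.6 ± 2.23 CPM in *klu* RNAi and 13.7 ± 1.96 CPM in *UAS-klu* (SD, n = 3). Its log2 fold change was 0.59 in both genotypes (standard error 0.25 and 0.23, adjusted p = 0.212 and 0.0952 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was not called in either. With the replicate number as a block it was called in both (adjusted p = 0.0311 in *klu* RNAi, over a range of 0.0311 to 0.392, and 0.0397 in *UAS-klu*, over a range of 0.0397 to 0.265). *CycB* (FBgn0000405; 2R, 22803521 to 22806948) was at 244 ± 19.6 CPM in the control and had a log2 fold change of 0.11 in *klu* RNAi and -0.16 in *UAS-klu* (standard error 0.10 and 0.12, adjusted p = 0.585 and 0.358 by edgeR).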

CycE is also upregulated upon *klu* RNAi expression. Notch activation is essential for the mitotic-to-endocycle switch in follicle cells of the *Drosophila* ovary, and polyploidization is a critical step in the normal process of EB-to-EC differentiation^44,45^. We propose that Klu plays a role in remodeling the cell cycle in response to Notch activation by directly repressing two critical cell cycle regulators. Furthermore, this explains how Klu acts as a potent suppressor of cell proliferation (Fig. 3, Supplementary Fig. 3).

Altogether, our data suggest a model (Fig. 8) in which Klu acts as a Notch effector in the EB that acts to restrict the duration of the Notch transcriptional response (through negative regulation of the E(Spl)-complex members and Klu itself). Second, Klu prevents activation of the Scute-E(Spl)-m8 transcriptional circuit that triggers EE differentiation. Finally, we find evidence that Klu can bind and repress critical cell cycle regulators such as Cyclin B and Cyclin E, likely promoting the switch from a mitotic to an endoreplicating cell cycle in differentiating ECs.

**Fig. 8:**
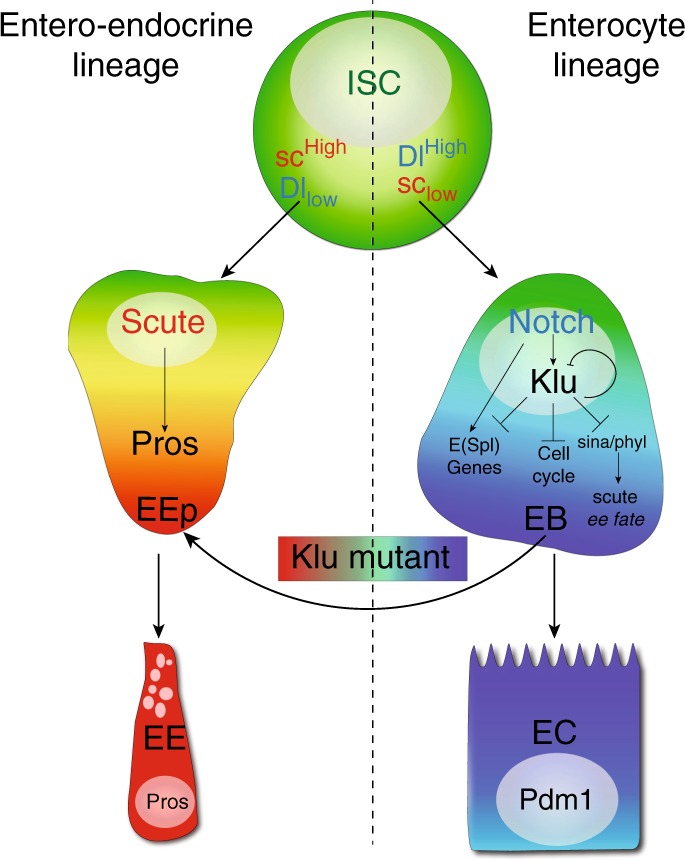
Model for Klu function in ISC lineage differentiation. Our data suggest that Klu expression is activated by Delta-Notch signaling in the EB, together with other members of the Hairy/Enhancer of Split family of Notch target genes. Klu accumulation in EBs results in a subsequent repression of these target genes, including the repression of its own expression. Additionally, Klu acts as a safeguard to repress erroneous EE differentiation in the enteroblast–enterocyte lineage by indirectly repressing the accumulation of proneural genes such as Asense and Scute through inhibition of the E3-complex members Phyllopod (*phyl*) and Seven-in Absentia (*sina*) that repress the accumulation of Scute and thereby inhibit EE fate. Finally, Klu acts in the regulation of the cell cycle in EB cells, as the cell remodels its cell cycle from a mitotic to an endocycle

## Discussion

Our work identified a mechanism by which lineage decisions are cemented through the coordinated repression of alternative fates and of cell proliferation in somatic stem cell daughter cells. Notch-induced expression of Klu in EBs is necessary to repress EE fates in EBs, but also to restrict Notch target gene expression. Hence, its own expression has to be self-regulated to allow differentiation to ECs to proceed. We find that Klu represses several genes that are critical for EE differentiation; most notably genes that influence the level of Scute. Transient expression of Scute is necessary and sufficient for EE differentiation and this is accomplished by a double-negative feedback loop between Scute and E(Spl)m8 (ref. ^16^). Klu expression results in the repression of both transcription factors in EBs, inactivating the transcriptional circuit that governs EE differentiation (Fig. 8). Previous work has shown that Klu is directly regulated by Su(H) and acts as a Notch effector in hemocyte differentiation^46^. We find that overexpression of Klu results in the loss of Notch signaling activity in stem-progenitor cells, and that Klu is able to repress several Notch effector genes (such as the HES/E(Spl) family and HES/E(Spl)-like genes such as Deadpan). We thus propose that Klu acts in a negative feedback loop downstream of Notch signaling to ensure that Notch effector gene activity is transient in EBs, mirroring the transient nature of EE specification by Scute and E(Spl)m8.

Klu is a zinc-finger transcription factor with some similarity to WT1 (refs. ^24,47^). While the sequence similarity between these factors is limited, our data suggest that functional parallels can be drawn: Loss of WT1 in the mouse kidney results in glomerulosclerosis and is accompanied by ectopic expression of HES/E(Spl) family genes^48^ and in zebrafish kidney podocytes Notch expression induces *Wt1* transcription, while the Notch intracellular domain (NICD) and WT1 synergistically promote transcription at the promoter of the HES/E(Spl) family gene Hey1 (ref. ^49^). This suggests that the negative feedback between Notch and its effectors Klu or WT1 might be conserved between species, even though conservation at the sequence level between these transcription factors is low.

Our data also support a role for Klu for regulating cell cycle progression. Overexpression of Klu results in a strong block in cell proliferation in *N*^*RNAi*^ or oncogenic *Ras*^*V12*^ -induced tumors and our DamID data suggest that Klu can directly regulate Cyclins B and E. The phenotype of Klu in EBs is in stark contrast to its role in the neuroblast stem cell lineage, where overexpression of Klu leads to a strong overproliferation of immature neural progenitor cells and the formation of brain tumors^18,19^. However, this likely reflects the different role for Notch in the NB lineage, where continuous activation of Notch similarly leads to INP overproliferation and tumor formation. Thus, the role of Klu in promoting either lineage differentiation or stem-progenitor cell proliferation seems to be context-dependent. Similarly, *Wt1* was initially identified as a tumor-suppressor gene mutated in the rare pediatric kidney cancer Wilms’ Tumor^50^. However, expression of WT1 was found to be elevated in many solid tumors and in acute myeloid leukemia^51,52^. During development, WT1 plays a role in the formation of many different tissues of mesodermal and neurectodermal origin^47^. Although WT1 expression seems restricted in adult animals at first glance, whole-body knock-out of WT1 in adult mice results in rapid demise of the animals with kidney, spleen, bone, and fat tissue defects as well as defective erythropoiesis^53^. Furthermore, recent results in zebrafish have shown that *Wt1b* can be re-activated in specific mesenchymal cells upon damage^54^, suggesting that *Wt1b* re-expression is involved in regeneration upon damage. In addition, WT1 is often transiently expressed in both nephric and hematopoietic lineages in committed progenitor cell types, similar to the expression of Klu in the EB, raising the possibility that to fully understand the role of WT1-like proteins in tumorigenesis, cell lineage relationships, as well as cell proliferation and differentiation events in tumors need to be taken into account.

Critically, our work highlights the role for transient transcriptional rewiring events during cell specification in stem cell lineages. This rewiring seems to be required to ensure lineage commitment downstream of initial symmetry breaking signals like Notch, and ensure commitment to cell differentiation into a defined lineage. As such, it can be expected that similar transcriptional rewiring needs to happen for cells to undergo de-differentiation into stem cells in regenerating tissues. Understanding this transcriptional rewiring process will substantially advance efforts to control tissue repair and regeneration in mammals, including humans.

## Methods

### Fly strains and husbandry

The following strains were obtained from the Bloomington Stock Center: BL28731 (*klu* RNAi on 3rd) BL60469 (*klu* RNAi on 2nd), BL56535 (*UAS-klu*^*[Hto]*^), BL11651 (*Dl*^*05151*^*-lacZ*) BL26206 (*sc RNAi*), BL51672 (*UAS-sc*), BL1997 (w[*]; P{w[+ *mW.hs]* *=* *FRT(w[hs])}2A*), BL4540 (w[*]; P{w[+ *mC]* *=* *UAS-FLP.D}JD2*). BL65433 (y[1] w[*];M{w[+ *mC]* *=* *hs.min(FRT.STOP1)dam}ZH-51C*) BL1672 (*w[1118]; sna[Sco]/CyO, P{ry[* *+* *t7.2]* *=* *en1}wg[en11]*).

VDRC: v27228 (*N* RNAi). Other stocks: *klu-Gal4 UAS-GFP, FRT2A kluR51/Tm6B, hs-Flp, Tub-Gal4, UAS-GFP/Fm7;FRT2A*, *TubGal80ts/Tm2,Ubx* (T. Klein, Düsseldorf) *UAS-kluFL, UAS-ERD-kluZF, UAS-VP16-kluZF* (all constructs inserted into *ZH51C* on 2nd, C.Y. Lee, U. Michigan) *esg-F/O (w; esg-Gal4, tub-Gal80ts, UAS-GFP; UAS-flp, Act > CD2 > Gal4(UAS-GFP)/TM6B)*, *esg*^*ts*^ *(y,w;esg-Gal4, UAS-GFP/CyO;tub-Gal80ts/Tm3)*, *Su(H)*^*ts*^ *(w;Su(H)GBE-Gal4,UAS-CD8-GFP/CyO;tub-Gal80*^*ts*^*/TM3)*, *Su(H)-F/O* genotype (control) *w;Su(H)GBE-Gal4,UAS-CD8-GFP/CyO;tub-Gal80*^*ts*^*/UAS-Flp, Act > CD2 > Gal4*, *Su(H)-F/O* genotype (*klu*^*RNAi*^) *w;Su(H)GBE-Gal4,UAS-CD8-GFP/klu*^*RNAi BL60469*^*;tub-Gal80*^*ts*^*/UAS-Flp, Act > CD2 > Gal4*, ISC-specific *esg*^*ts*^^29^ *w;esg-GAL4,UAS-2XEYFP/CyO;Su(H)GBE-GAL80,tub-Gal80ts/TM3,Sb*, *w;esg-gal4, tub-Gal80ts, UAS-GFP/CyO,wg-lacZ;P{w[+ mC] = UAS-FLP.D}JD2/Tm6B*. Stocks generated in this study: *w;If/CyO, P{ry[+ t7.2] = en1}wg[en11]*;*klu*^*KI*^*-Gal4/Tm6B* and *w;Klu-Dam(ZH-51C) M4M1/CyO, P{ry[+ t7.2] = en1}wg[en11]*.

### Immunostaining and microscopy

Midguts were dissected into ice-cold phosphate-buffered saline (PBS), fixed in 4% formaldehyde, and incubated for 1 h at room temperature. Samples were then washed 3 × 10 min, first in 1× PBS with 0.5% Triton X-100, then in 1× PBS with Na-deoxycholate (0.3%), and last in PBT (PBS with 0.3% Triton X-100), and incubated in blocking solution (PBT with 0.5% bovine serum albumin) for 30 min at 4 °C. Samples were incubated with primary antibodies overnight at 4 °C, washed 3 × 20 min at room temperature in PBT, incubated with secondary antibodies diluted in blocking solution at room temperature for 2 h, washed 4 × 20 min with PBT, and mounted in Vecta-Shield (Vector Laboratories)^55^. Antibodies used include Chicken anti-GFP (1:1000; ThermoFisher A10262), mouse anti-Prospero (MR1A, 1:50, DSHB), mouse anti-beta-galactosidase (40-1a, 1:200; DSHB), rabbit anti-beta-galactosidase (1:200; ThermoFisher A11132), mouse anti-Armadillo (N2 7A1, 1:20; DSHB), rabbit anti-phosphorylated Histone H3-Ser10 (pH3S10, 1:500, sc8656-R; Santa Cruz Biotechnology). Images were taken from the R5 and R4 regions of the posterior midgut on a Zeiss Apotome microscope or Zeiss LSM710 confocal at either ×20 or ×40 magnification. Images were captured as Z-stacks with 8–10 slices of 0.22–1.0 µm thickness. Images were converted to maximum-intensity projections in Fiji (https://fiji.sc) and quantifications were performed using the CellCounter FiJi plugin. ROIs in quantifications are defined as images taken from the posterior midgut R4-R5 region at ×20 magnification in which all cells/clones were quantified. Scale bar = 50 µm in all images, except in Fig. 1a: scale bar = 25 µm. Graphing, statistical analysis, and survival curves were produced in GraphPad Prism. Significance was calculated using Student’s *t*-test. In case of unequal variances, Student’s *t*-test with Welch’s correction was used.

### Cloning and transgene generation

We used the Inducible DamID system from the Van Steensel lab to generate klu-Dam^41^. To this end, we amplified the Klu Full-length cDNA (derived from BDGP Gold clone FI01015) using *Asc*I and *Not*I-containing primers and cloned the fragment into the vector *p-attB-min.hsp70P-FRT-STOP#1-FRT-DamMyc[open]* (Addgene plasmid #71809). Transgenic lines were generated by Genetivision Inc. using the phiC31 integrase-mediated site-specific transgenesis system^56^. The finished construct was injected into Bloomington stock BL24482 (*ZH-51C* attP-site on 2nd) and the resulting transgenic lines were tested by genotyping PCR. Both control (Dam-only, BL65433) and klu-Dam transgenic lines were crossed to BL1672 (*w[1118]; sna[Sco]/CyO, P{ry[* *+* *t7.2]* *=* *en1}wg[en11])* before use. The *klu-*^*Gal4KI CRISPR*^ line was generated by Rainbow Transgenics (Camarillo, CA, USA). A targeting construct was designed to replace the *klu* CDS with the Gal4 CDS at the *klu* ATG. Two independent transformants were obtained that both showed identical EB-specific expression.

### DamID

Control Dam-only (BL65433) and *klu-Dam* male flies were crossed to *w;esg-gal4, tub-Gal80ts, UAS-GFP/CyO,wg-lacZ;P{w[* *+* *mC]* *=* *UAS-FLP.D}JD2/Tm6B* virgins. Crosses were maintained at 18 °C and progeny was shifted to 29 °C for 24 h to induce the Flp-mediated recombination of the STOP-Cassette. Thirty to 50 midguts of Dam-only and *klu-Dam* were dissected in 1× PBS in three different batches and used for isolation of total genomic DNA. Isolation of methylated GATC-sequences and subsequent amplification was done according to the protocol published by Marshall et al.^57^ until Step 34, from which we continued NGS library preparation using the Illumina TruSeq nano DNA kit LT. After library quality control, samples were sequenced as 50 bp single-end on an Illumina HiSeq2500.

### Midgut FACS RNA isolation and sequencing

For RNA-Seq, UAS-expression of *UAS-klu* or *klu*^*RNAi*^ was induced using *esg-Gal4*^*ts*^*, UAS-GFP* for 2 days, followed by 16 h of *Ecc15* infection to stimulate midgut turnover. We dissected 100 midguts/genotype in triplicate and for each sample 20,000–40,000 cells were sorted into RNAse-free 1× PBS with 5 mM EDTA. RNA was isolated using the Arcturus PicoPure™ RNA Isolation Kit. Subsequently, the entire amount of isolated RNA was used as input for RNA-amplification using the Arcturus™ RiboAmp™ HS PLUS Kit. Two hundred nanograms of amplified aRNA was used as input for RNA-Seq library preparation using the TruSeq Stranded mRNA Library Prep Kit (Illumina) and samples were subsequently sequenced as 50 bp single-end on an Illumina HiSeq2500. For the FACS analysis experiment with DNA staining, we dissected 60–70 midguts/genotype under the same conditions and used NuclearID Red DNA Stain (ENZ-52406, Enzo Life Sciences) for DNA content analysis. FACS-plots were generated with FlowJo v10.

### Quantitative real-time PCR

Quantitative real-time PCR (qRT-PCR) was performed using amplified RNA from FACS-sorted Esg^+^ cell populations (see above) as template. cDNA was generated using the QuantiTect Reverse Transcription Kit. qRT-PCR was performed using the TaqMan FAM-MGB system in a 10 µl reaction on a BioRad CFX384 C1000 Touch Cycler using the following probes: klu (dm02361358 s1), pros (dm02135674 g1), sc (dm01841751 s1). Act5C (dm02361909 s1) was used for normalization. The *klu* CDS primer assay was ordered as a Custom TaqMan Assay. Reactions were performed in triplicate on three independent biological replicates. Relative expression was quantified using the ^ΔΔ^Ct method. Data were calculated using Microsoft Excel and plotted as relative fold-changes ± SEM in Graphpad Prism.

### *klu* FISH

A 425 bp region in the *klu* gene, starting at the middle of the 5′UTR and including the first 279 bases of the CDS, was designed to have an Sp6 promoter and a *Spe*I site at the 5′ end and a downstream T7 promoter and *Not*I site at the 3′ end. This DNA fragment was synthesized and cloned into a pUCIDT plasmid (IDT). After linearization of the plasmid, transcription and fluorescent labeling of antisense and sense *klu* probes was done following the manufacturer’s instruction of the FISH Tag RNA Multicolor kit (Invitrogen Cat. No. MP 32956) using the Sp6 promoter to generate the sense probe and the T7 promoter to generate the antisense probe. In situ hybridization was performed using a protocol adapted from the one suggested in FISH Tag RNA Multicolor kit (Invitrogen Cat. No. MP 32956).

### RNA-Seq and DamID data analysis

The 15–21 million quality-passed reads per sample were mapped to the *D. melanogaster* reference genome (BDGP6) with TopHat2 (version 2.1.0)^58^. Of each sample, approximately 80% of the reads was mapped to the genome. From this, 90% could be assigned to genes using FeatureCounts resulting in 11–15 million analysis-ready reads per sample^59^.

The table of raw counts per gene/sample was analyzed with the R package DESeq2 (version 1.16.1) for differential expression^60^. Both sample groups of interest (UAS & RNAi) were pair-wise contrasted with the control sample group (control). For each gene of each comparison, the *p*-value was calculated using the Wald significance test. Resulting *p*-values were adjusted for multiple testing with Benjamini & Hochberg correction. Genes with an adjusted *p*-value <0.05 are considered differentially expressed (DEGs).

For DamID, we used the damid_seq pipeline^42^ to generate binding profiles for Klu-Dam. Triplicate samples for Klu-Dam (34.9, 33.5, and 34.1 millions reads) and Dam-only control (34.7, 34.5, and 35.6 million reads) were aligned to the *Drosophila* genome (UCSC dm6). Overall aligning rate was between 86% and 91% across all samples. First, gat.track.maker.pl script was used to build a GATC fragment file. Then the main utility damidseq_pipeline was used to align the reads to the genome using bowtie2, bin and count reads, normalize counts, and compute log2 ratio between corresponding DamID and control Dam-only samples^42^. The pipeline identified 1707, 1663, 1681 peaks with FDR < 0.01 per each replicate. To test for reproducibly we first used the damid_pipeline^42^ to identify peaks with weaker confidence (FDR < 0.1) and the idr python package (https://github.com/nboley/idr) to identify 1169 peaks with IDR < 0.05 between replicate1 and replicate2. We used an in-house developed script to annotate peaks in proximity to genes. In total, 1667 genes found to be in proximity to at least one reproducible peak. To find Klu binding motifs in our reproducible peak set, we scanned for two different Klu PWM (described in ref. ^43^) around reproducible peaks using the FIMO tool^61^. Reads were visualized using IGV as overlayed triplicate Klu-Dam (log_2_FC over Dam-only) tracks.

## Supplementary Information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its Supplementary Information files or from the corresponding authors upon reasonable request. DamID data have been deposited in the GEO database under the accession code: GSE131878. RNA-Seq data have been deposited in the GEO database under the accession code: GSE132243.

# Supplementary material for: The WT1-like transcription factor Klumpfuss maintains lineage commitment of enterocyte progenitors in the Drosophila intestine
**Source:** Nat Commun. 2019 Sep 11;10:4123. doi: 10.1038/s41467-019-12003-0
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information for**

**The WT1-like transcription factor *Klumpfuss***

**maintains lineage commitment of enterocyte**

**progenitors in the *Drosophila* intestine**

Jerome Korzelius<sup>1\*§</sup>, Sina Azami<sup>1\*</sup>, Tal Ronnen-Oron<sup>2</sup>, Philipp Koch<sup>1</sup>, Maik Baldauf<sup>1</sup>, Elke Meier<sup>1</sup>, Imilce A. Rodriguez-Fernandez<sup>3</sup>, Marco Groth<sup>1</sup>, Pedro Sousa-Victor<sup>2</sup>, and Heinrich Jasper<sup>1,2,3§</sup>

§ (Co-)Corresponding author

## Supplementary Figures

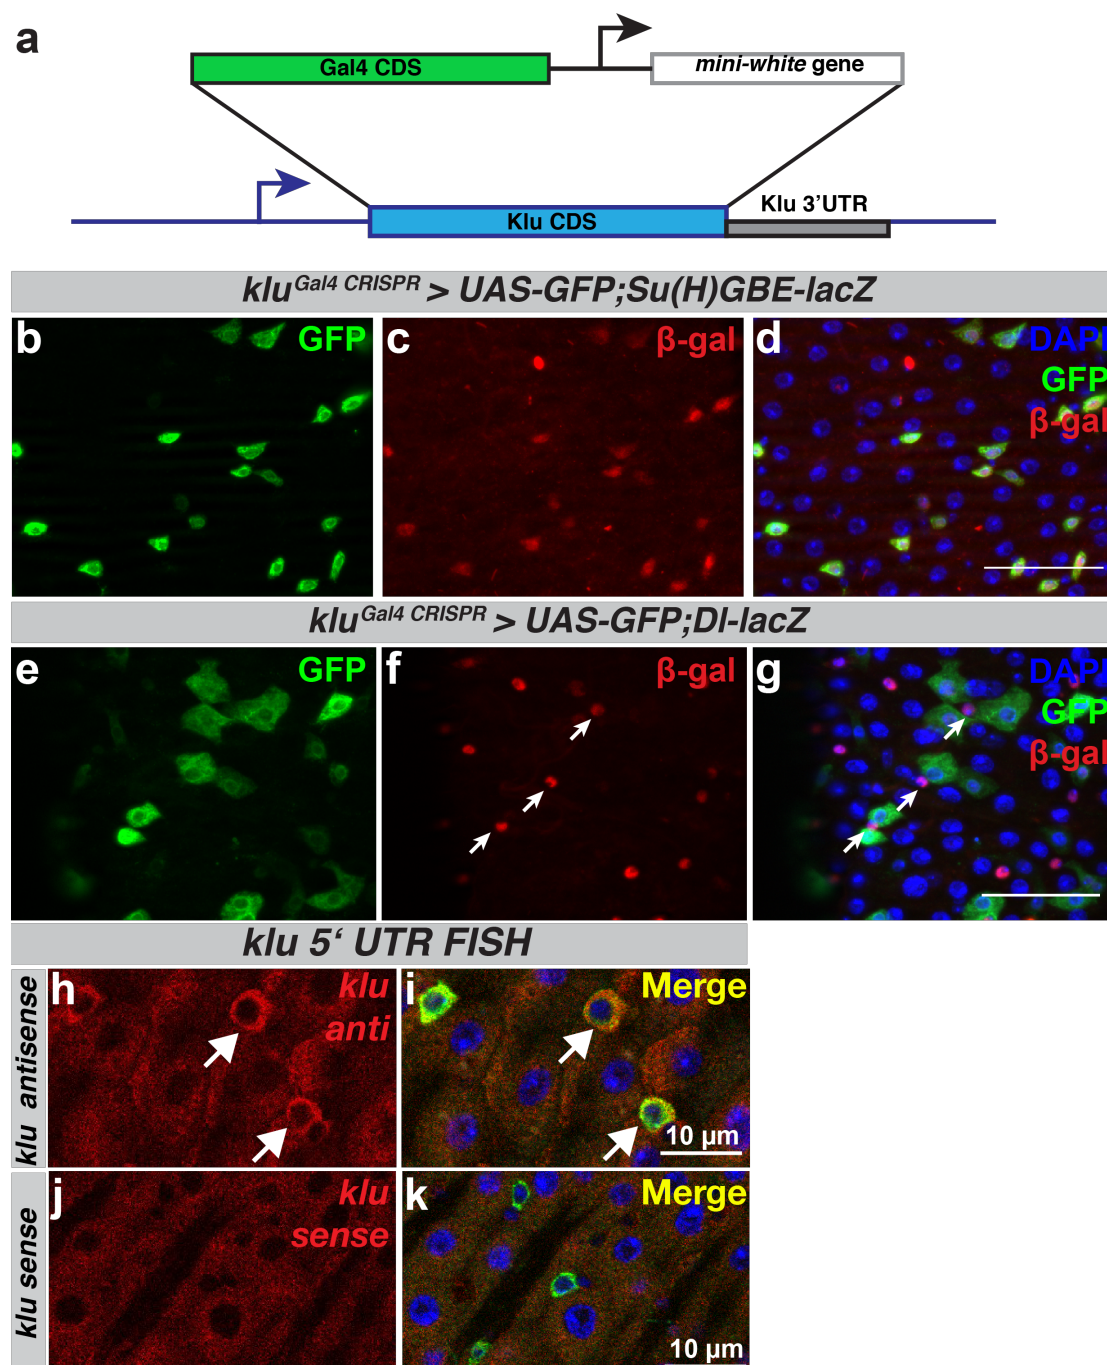

**Supplementary Figure 1. A *klu-Gal4* CRISPR knock-in allele recapitulates the EB-specific expression pattern of Klu.** **a.** Diagram of the CRISPR strategy for replacing the *klu* CDS with a Gal4 CDS and mini-white reporter gene. **b-g.** Animals carrying a *klu<sup>Gal4 CRISPR</sup>* knock-in construct were combined with UAS-GFP and either the EB-reporter *Su(H)GBE-lacZ* (**b-d**) or the ISC-marker *DI-lacZ* (**e-g**). Note that *klu-Gal4* > UAS-GFP expression overlaps with the EB-marker *Su(H)GBE-lacZ*, but not with the DI-lacZ-positive ISCs, which are found adjacent to the *klu-Gal4* > UAS-GFP-expressing cells (**f,g**, arrows).

Representative areas of posterior midgut are shown.  $n = 4$  animals for (b-d)  $n = 3$  animals for (e-g). h,i. A *klu* antisense FISH probe showed strong staining of EBs (arrows, green: marked with *Su(H)GBE-Gal4 > UAS-GFP*, GFP antibody staining). j,k. A *klu* sense control probe did not show specific staining. Representative areas of posterior midgut are shown.  $n = 3$  animals/genotype. Scale bar = 50  $\mu\text{m}$ , except in i,k: scale bar = 10  $\mu\text{m}$ .

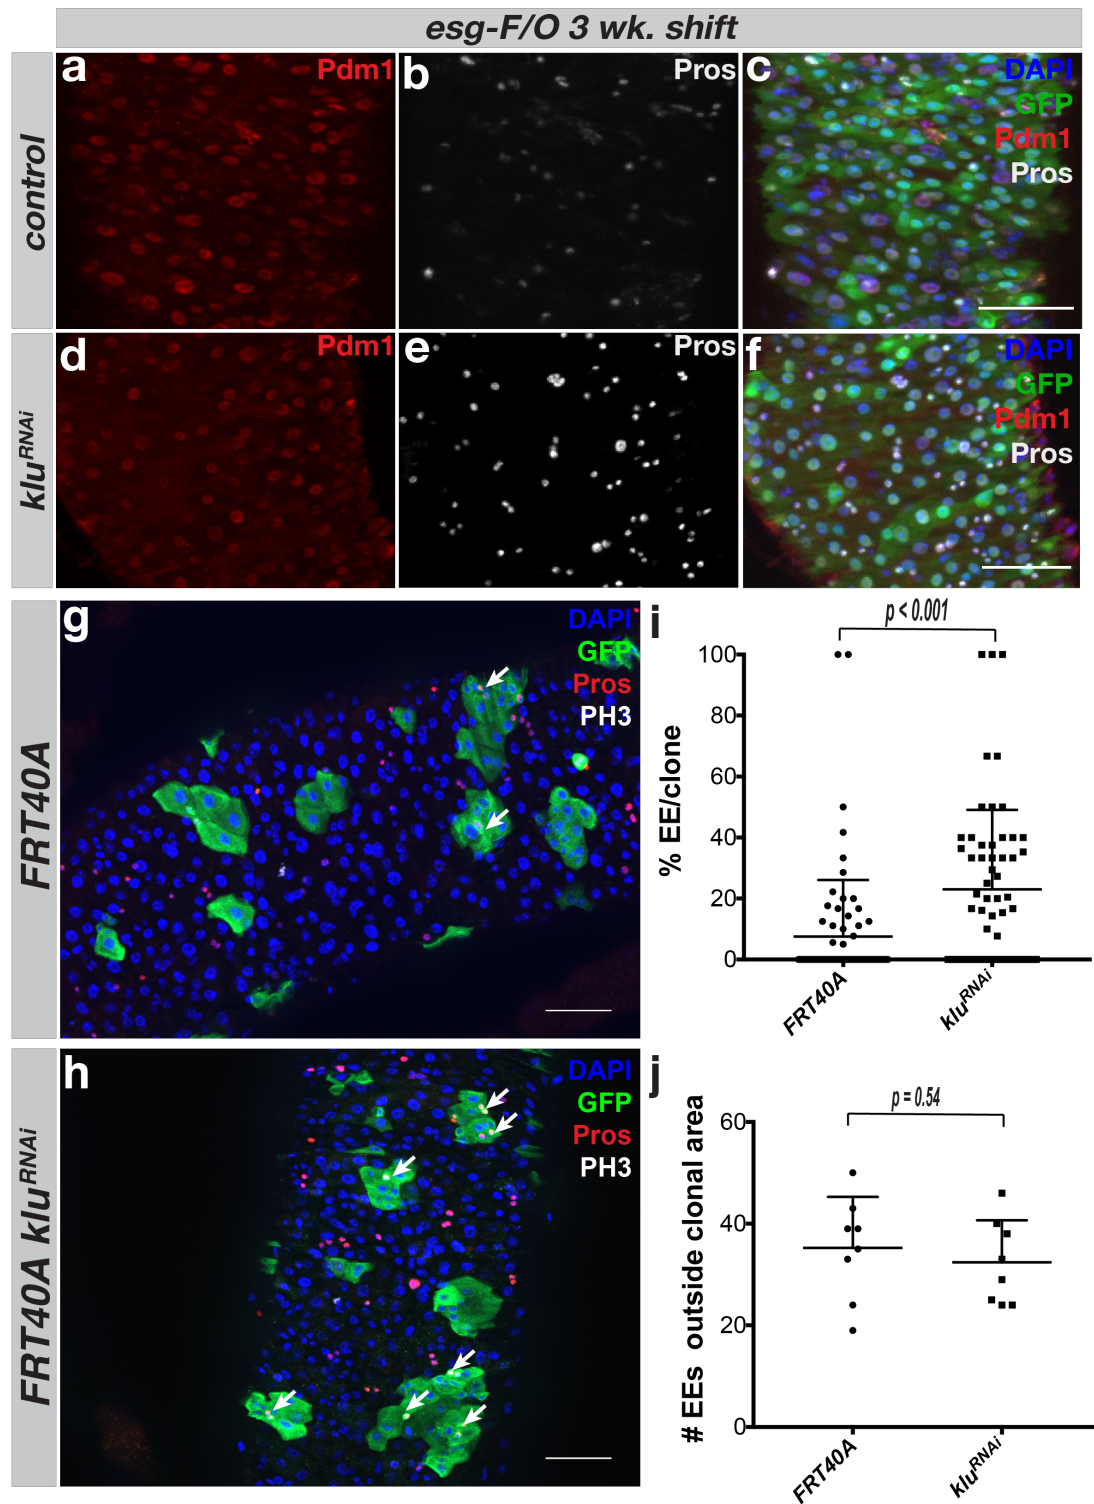

**Supplementary Figure 2. Loss of Klu results in a shift in the EC-to EE ratio, but not to misdifferentiation of ECs. a-c.** Control *esg-F/O* clones consist of Pdm1-positive enterocytes (a) and Pros-positive EE cells (b). **d-f.** Expression of *klu<sup>RNAi</sup>* increased the ratio of Pros-positive cells (e), but Pdm1-positive ECs can still form in these clones (d). Representative areas of posterior midgut are shown. *n* = 3 animals/genotype. **g-j.** MARCM40A clones 7 days after clonal induction **g**. Control *FRT40A* clones have on average 7.5 % EEs/clone. **h.** *klu<sup>RNAi</sup>* MARCM clones contain on average 23% EE's/clone 7 days after clonal induction (arrows, quantification in i). Notably, the amount of EE cells in surrounding non-clonal tissue does not significantly change (j). Representative areas of posterior midgut are shown. Error bars represent mean  $\pm$  S.D. Significance was calculated using Student's t-test with Welch's correction. Scale bar = 50  $\mu$ m

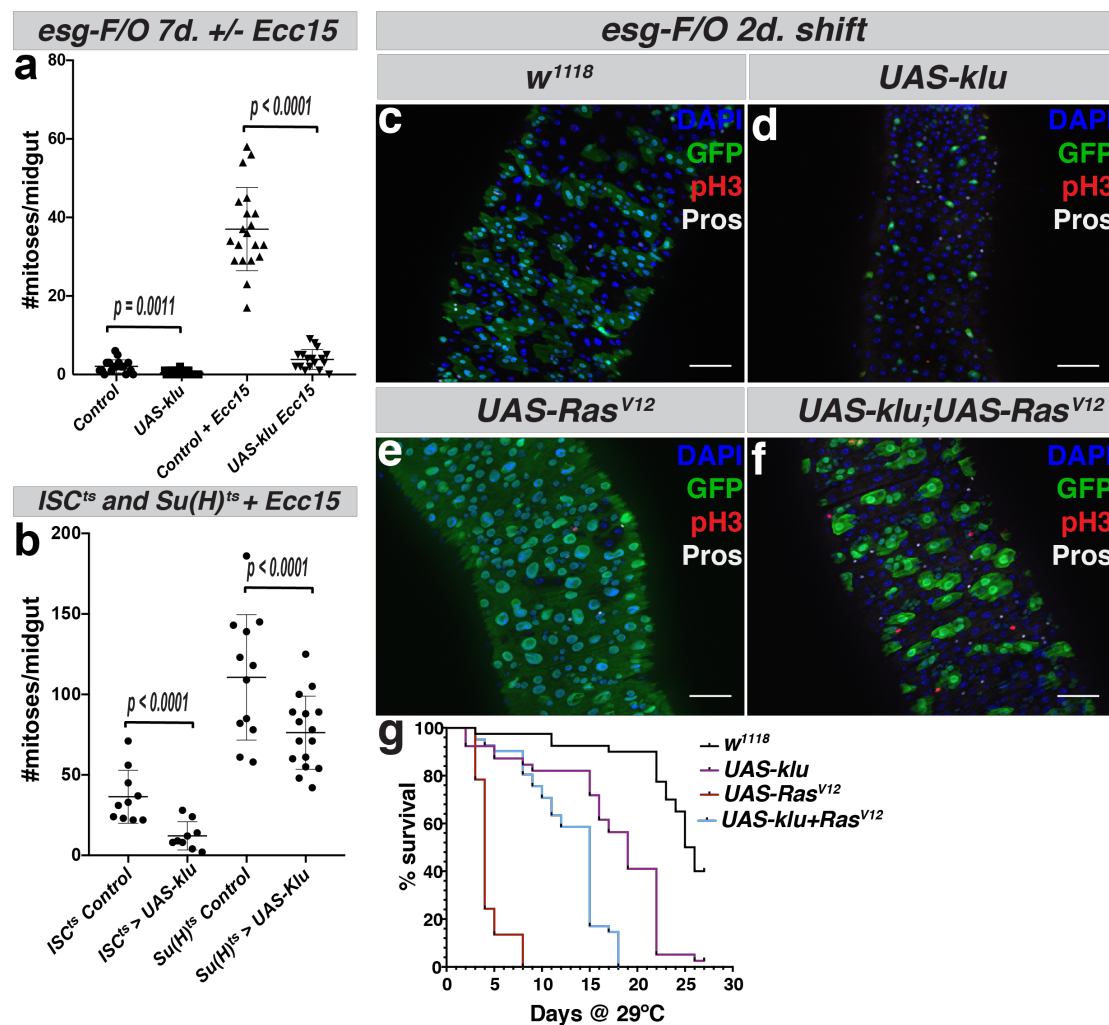

**Supplementary Figure 3. Klu overactivation represses Ras<sup>V12</sup>-induced overgrowth. a.** Quantification of mitosis in midguts of *esg-F/O* animals expressing *UAS-klu* in the presence or absence of *Ecc15* infection. *n* = 17 for control uninfected, *n* = 21 for *UAS-klu* uninfected, *n* = 20 for control+*Ecc15*, *n* = 17 for *UAS-klu*+*Ecc15*. **b.** Quantification of mitosis in midguts of control and

*UAS-klu* *ISC<sup>ts</sup>* and *Su(H)<sup>ts</sup>* lines upon *Ecc15* infection.  $n = 10$  for *ISC<sup>ts</sup>* control,  $n = 9$  for *ISC<sup>ts</sup> Ecc15*,  $n = 12$  for *Su(H)<sup>ts</sup>* control and  $n = 16$  for *Su(H)<sup>ts</sup> Ecc15*. For **a,b**: Error bars represent mean  $\pm$  S.D. Significance was calculated using Student's t-test with Welch's correction. **c-g**. Klu overactivation represses RasV12-induced overgrowth. **c**. After 2 days of induction, control *esg-F/O* clones were mostly 1-2 cell clones, similar to *UAS-klu*-expressing clones (**d**). **e**. *esg-F/O > UAS-Ras<sup>V12</sup>* occupied the complete intestine 2 days after induction. **f**. Co-expression of *UAS-klu* with *UAS-Ras<sup>V12</sup>* markedly reduced RasV12-induced overgrowth. Representative areas of posterior midgut are shown.  $n = 4$  animals for (**d**),  $n = 3$  animals for (**c,e,f**). **g**. Survival assay of *esg-F/O* flies kept at 29°C expressing the abovementioned constructs in an independent experiment.  $n = 40$  control,  $n = 39$  *UAS-klu*,  $n = 37$  *UAS-Ras<sup>V12</sup>* and  $n = 41$  *UAS-Ras<sup>V12</sup>;UAS-klu*. Scale bar = 50  $\mu$ m.

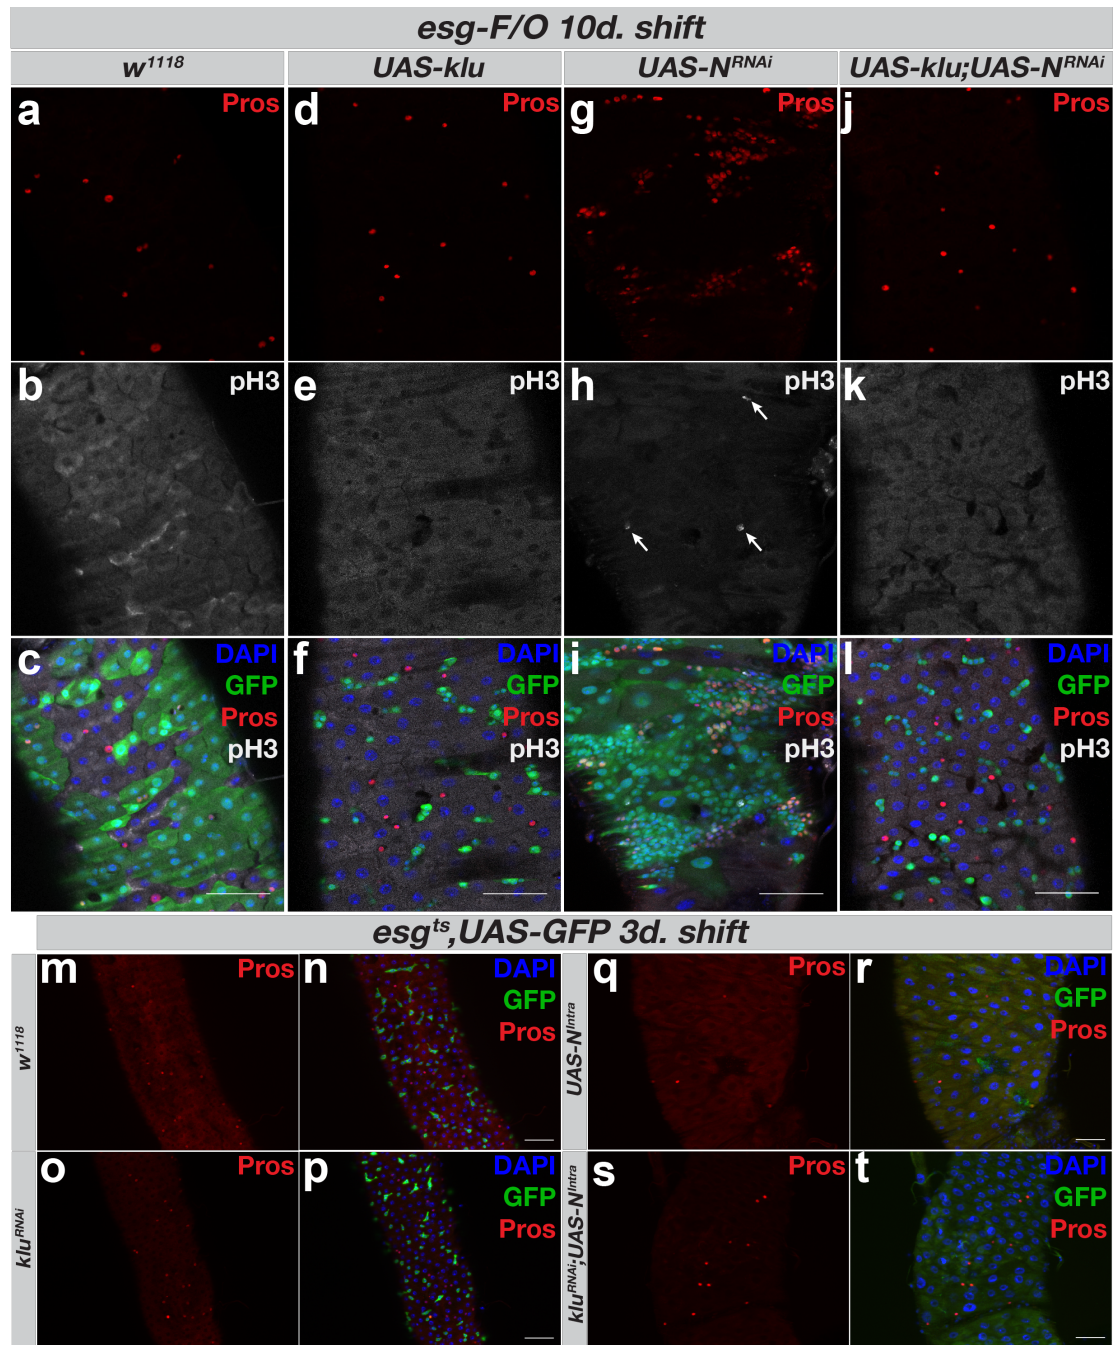

**Supplementary Figure 4. Klu acts downstream of Notch in *NRNAi*-induced tumor formation in the intestine.** **a-c.** Control *esg-F/O* clones differentiated into ECs and EEs and occupied most of the posterior midgut 10 days after clonal induction **d-f.** *UAS-klu* clones fail to proliferate or to differentiate. **g-i.** *esg-F/O>NRNAi* clones form tumors consisting of mitotic ISC-like cells (**h**, arrows) and Pros-positive EE cells (**g**). **j-l.** *esg-F/O>NRNAi;UAS-klu* clones did not overproliferate and resembled *UAS-klu* clones. Representative areas of posterior midgut are shown. *n* = 3 animals for (**a-l**). **m,n.** Klu knockdown cannot repress the ability of constitutively active Notch to induce EC-differentiation. **m,n.** Control *esg<sup>ts</sup>,UAS-GFP* cells 3 days after induction at

29°C. **o,p.** *klu<sup>RNAi</sup>* expression in *esg<sup>ts</sup>*, *UAS-GFP* cells. **q-r.** Expression of constitutively active Notch (*UAS-N<sup>intra</sup>*) leads to loss of the Esg<sup>+</sup> compartment due to premature differentiation into ECs. **s,t.** *klu<sup>RNAi</sup>* combined with *UAS-N<sup>intra</sup>* is not sufficient to repress the premature EC-differentiation phenotype seen in *UAS-N<sup>intra</sup>*. Representative areas of posterior midgut are shown. *n* = 3 animals for (**m-t**) Scale bar = 50  $\mu$ m.

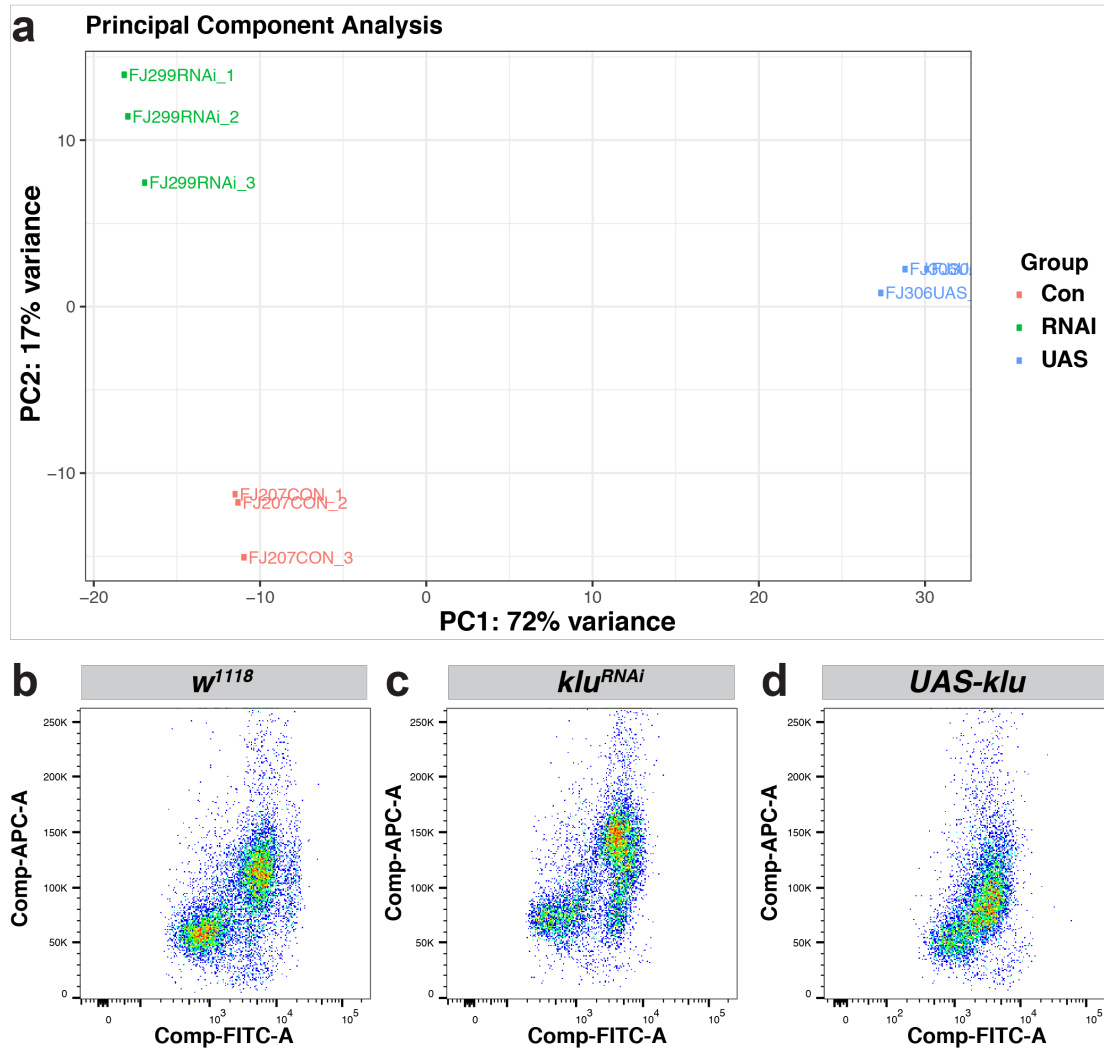

**Supplementary Figure 5. PCA-analysis plot of RNA-Seq samples of control *esg<sup>ts</sup>* animals or animals expressing either *UAS-klu* or *klu<sup>RNAi</sup>*. a.** Principal component analysis (PCA) revealed a close correlation between all biological replicates in PC1 and PC2. Note that *UAS-klu* samples cluster away from control (*esg<sup>ts</sup>* X *w<sup>1118</sup>*) and *klu<sup>RNAi</sup>* samples in PC1 of the PCA-plot. **b-d.** FACS-sorting of *esg<sup>ts</sup>*, *UAS-GFP* animals crossed to the indicated genotypes (see Methods). X-axis is GFP-intensity (FITC-A), Y-axis is DNA-intensity (APC-A: NuclearID Red DNA stain). Whereas there is little difference between the presumptive ISC (2N DNA, less GFP, bottom left) and EB (4N DNA, more GFP, top right) populations between control (**b**) and *klu<sup>RNAi</sup>* samples (**c**), the *UAS-klu* sample shows a loss of these two clear sub-populations (**d**).

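On PC2, the means of the control and *klu* RNAi libraries lay 45.0 apart, and those of the control and *UAS-klu* libraries 29.0 apart, so that PC2 set the control apart from both genotypes. Without *UAS-klu* replicate 2, the share of PC2 rose to 26.2% and that of PC1 dropped to 60.9%.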

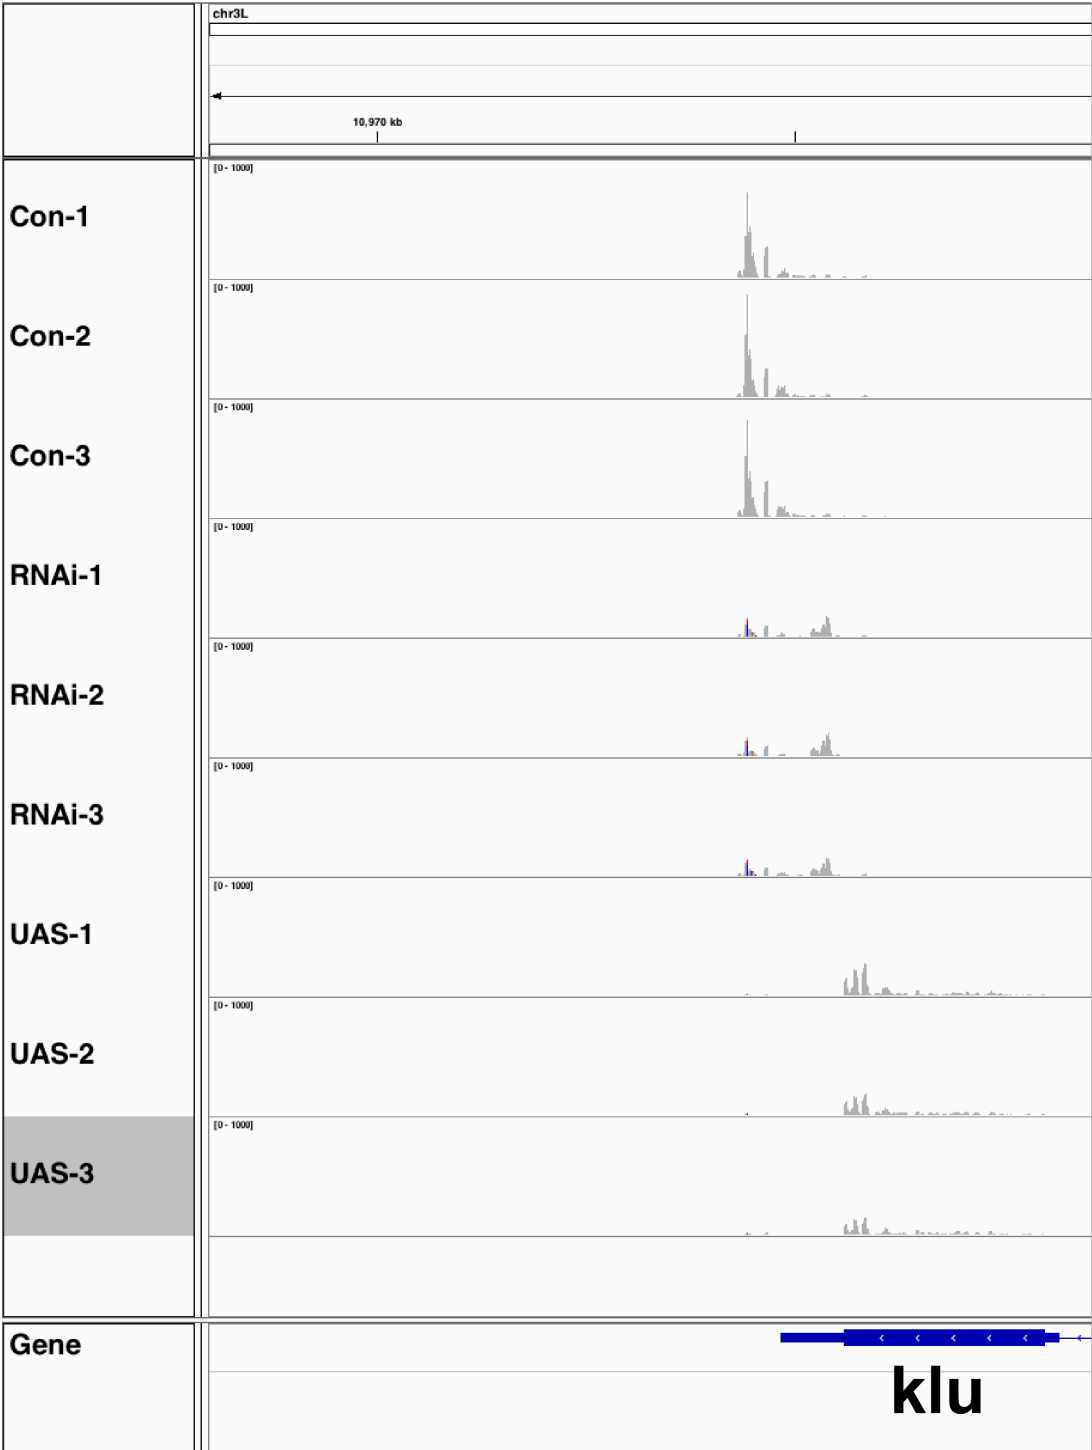

**Supplementary Figure 6. IGV view of reads around the *klu* locus in all RNA-Seq samples.** The number of reads near the 3' end of the *klu* gene is high in control Esg-positive sorted cells, but reduced in samples expressing *klu<sup>RNAi</sup>*. *UAS-klu* samples show an absence of reads from the 3' end, but more reads along the coding region of the gene.

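In raw reads counted on the whole *klu* gene, the control libraries held 1545, 1712 and 1756 reads, the *klu* RNAi libraries 1005, 976 and 1149, and the *UAS-klu* libraries 932, 716 and 657. The counts carry no position within the gene, so they bear on the gene as a whole and not on its 3′ end.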

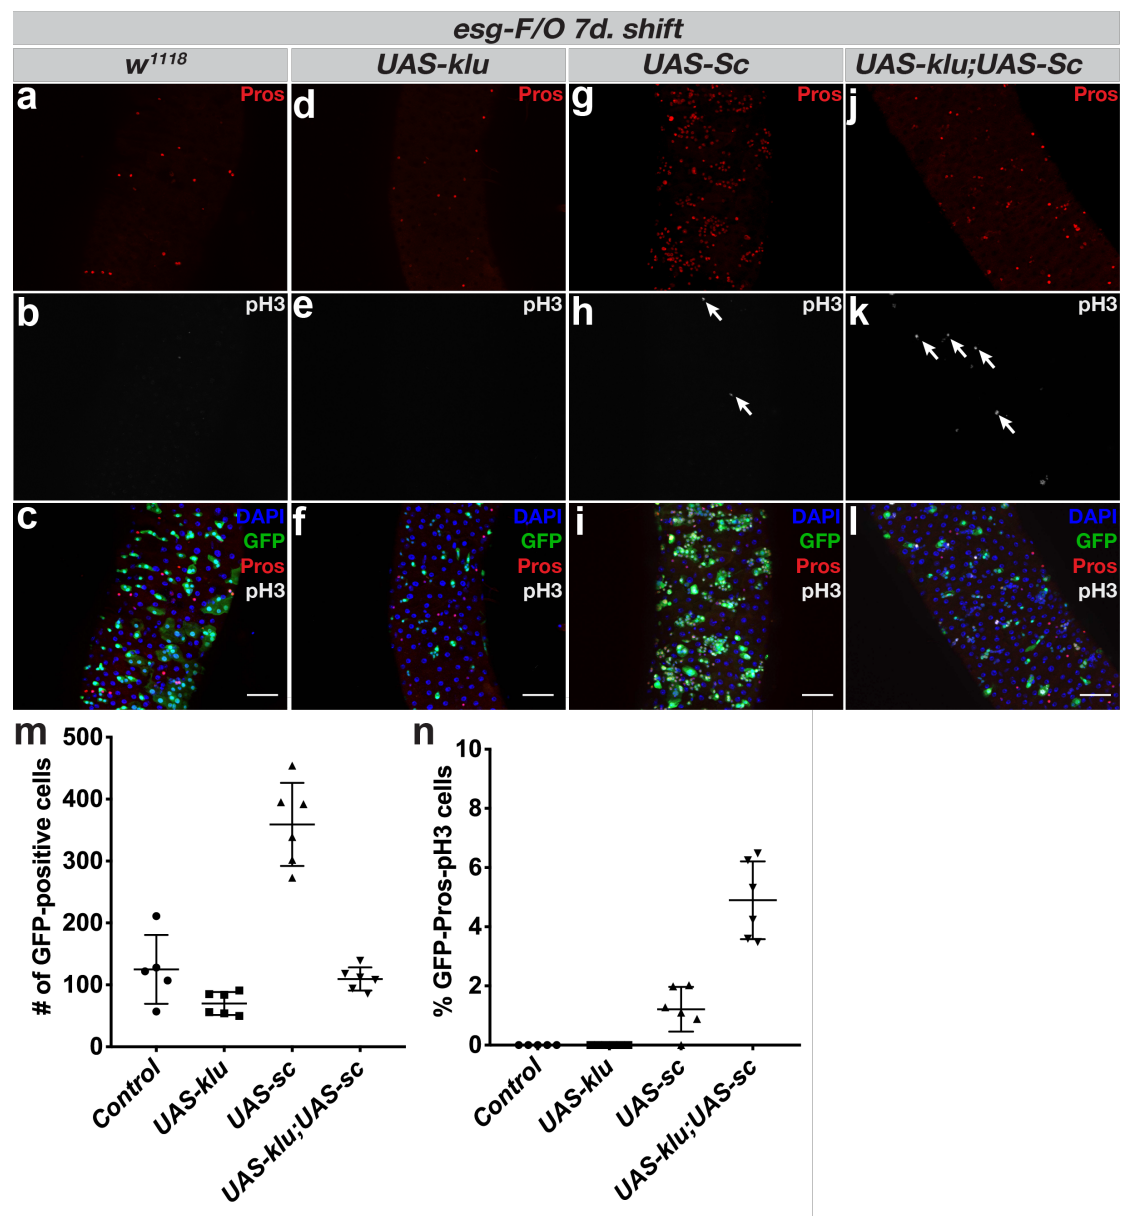

**Supplementary Figure 7. Klu inhibits clonal proliferation, but not EE differentiation in *esg-F/O* clones. a-c.** Control *esg-F/O* clones have approximately 5% EE cells, marked by Pros (red) 7 days after clonal induction. **d-f.** Ectopic *UAS-klu* expression completely blocks differentiation. **g-i.** *UAS-sc* overexpression results in clones consisting almost entirely of EE cells. *UAS-sc* clones also show increased numbers of mitotic cells (**h**, indicated by staining for pH3S10 in white, arrows). **j-l.** Co-expression of Klu and Scute results in clones that still have EE differentiation, albeit at a lesser rate as clones expressing only Scute (D). These clones contain fewer cells than *UAS-sc* clones, but more pH3S10-positive cells/clone (**k**, arrows). **m.** Quantification of GFP<sup>+</sup>/Pros<sup>+</sup>/pH3<sup>+</sup> triple-positive cells/clone of the genotypes in (a-l). **n.** Quantification of the total number of GFP<sup>+</sup> cells/ROI of the genotypes in (A-D). Error bars represent mean  $\pm$  S.D. Significance was

calculated using Student's t-test with Welch's correction.  $n = 5$  for control,  $n = 6$  for *UAS-klu*, *UAS-sc* and *UAS-klu;UAS-sc*. Scale bar = 50  $\mu\text{m}$ .

How the deposited data were processed for this re-analysis (not part of the article)

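RNA was sequenced from FACS-sorted Esg+ cells of 3 groups of flies, control, *klu* RNAi and *UAS-klu*, with 3 libraries each, after 2 days of induction and 16 h of *Ecc15* infection. The deposited values are raw read counts per gene in 1 table of 9 columns. As the Methods state, the authors aligned the reads to BDGP6 with TopHat2 and counted them with FeatureCounts before they deposited the counts, without normalization. How the counting treated strand, overlapping genes and reads that map to several genes is not given in the sources used here, so genes with near-identical copies or with overlapping or antisense neighbours are uncertain, among them the trypsin and Jonah families in the list of EC genes. The paper's own analysis used DESeq2 with a Wald test and the thresholds of an adjusted p of 0.05 and a log2 fold change of 0.5.

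Each column was assigned to its sample by the sample labels, and every column was used. Of the 17559 gene identifiers in the table, 17253 matched the BDGP6.54 annotation, which is of the same assembly series as the authors' genome and gave names and coordinates. Supplementary Data 1 named a further 31, and 275 had no symbol and held 6.4% of the reads. 3016 had no read in any library. *da*, *esg* and *Phm* were not matched to the table and are not reported. The libraries held between 11120915 and 15360209 reads on genes, with medians of 13693434 in the control, 14730061 in *klu* RNAi and 12885722 in *UAS-klu*. At this depth, a gene with 0 reads over a group of 3 libraries was given a floor of 3 reads over the group. A gene with 1 to 3 reads in a group was given a ratio with an exact 95% counting interval, and both cover counting error only.

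The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) on the counts as deposited, with TMM normalization, the filter of edgeR with a minimum count of 10, and Benjamini-Hochberg adjustment, in a separate fit of 6 libraries for each genotype against the control. It covered 8719 genes in *klu* RNAi and 8557 in *UAS-klu*, with 8373 in both. The test was tested on simulated data drawn from the real means and library sizes, with 200 genes changed. 89% of them were recovered in the simulation of *klu* RNAi over 8719 genes, with 17 unchanged genes called, and 96% in that of *UAS-klu* over 8557 genes, with 6. Principal components used log2 CPM with a prior count of 2 and the 500 most variable genes. Gene lists were tested with camera in limma 3.58.1 with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over 12 tests. They held *E(spl)* complex genes (12 of 12 found in the table), EE peptide hormones (12 of 12), EE secretory machinery (15 of 17), EC digestive and brush border genes (43 of 43), mitotic genes (32 of 32) and DNA replication genes (27 of 31). Marker lists of visceral muscle (18 of 19), trachea (13 of 14), fat body (11 of 11) and hemocytes (14 of 14) were written before they were tested.

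The samples, the tests, the gene lists and the alternatives were chosen before the data were examined, apart from the library-size scaling of the gene lists and the tests named as later at the top of each part. The genes named are those the text or Fig. 5e of the paper names, the 5 called genes with the largest fold change in each direction of each comparison with at least 5 CPM in the higher group and no overlap between the groups, the 5 of the genes higher in *klu* RNAi and lower in *UAS-klu* with the largest difference between the 2 fold changes, under the same limits in each comparison, and the called EE peptide hormones. Values in Supplementary Data 1 of the genes the paper names, and the first genes of its list for higher expression in *UAS-klu*, had been seen before this rule was written. With 3 libraries against 3, chance alone leaves 10% of genes without overlap between the groups.

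The alternatives were DESeq2's size factors or library size alone in place of TMM, no filter or a mean of at least 50 counts, DESeq2 1.42.0 without and with a normal prior, limma-voom, 1 fit of all 9 libraries, the replicate number as a block, no fold threshold or a threshold of 1, and each library left out in turn. For the components, the alternatives were a variance stabilizing transformation, all genes kept, scaling to unit variance and a prior count of 0.5. For the gene lists they were fry and an estimated correlation. For the correlation between the genotypes, the control libraries were also divided between them.

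The replicate numbers were checked for pairing, by the correlation across genes of the deviations from the group means of libraries with the same number. It was 0.480, 0.244 and 0.293 between control and *klu* RNAi, 0.224, 0.219 and 0.220 between control and *UAS-klu*, and 0.161, 0.108 and 0.286 between *klu* RNAi and *UAS-klu*. Every pair lay above 0.1. Libraries with different numbers lay between -0.359 and 0.152, the highest being control replicate 2 with *klu* RNAi replicate 3, so that cut alone does not set the pairs apart. For each library, the one with the same number still had the highest correlation within each other group. The numbers were therefore taken to pair the libraries. The pairing comes from these correlations alone, since neither the paper's text nor the labels say that a number marks a shared batch or day. No library was left out of the main tests.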

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

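The shared control, enterocyte, genetic background and enteroendocrine share tests, and the reading of the marker lists by their called markers and by those under 1 CPM in the control, were chosen after the result was seen, and the other tests before it.

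81 genes were called lower in both *klu* RNAi and *UAS-klu*, where 22.7 would be expected if the lists were independent, a class of genes that the paper does not discuss. Their number was 53 without control replicate 2, and 47 and 128 with a mean of at least 50 counts and with the replicate number as a block. Both lists use the same control libraries. With these divided between the genotypes in 6 ways, so that none was shared, sharing would no longer favour 1 direction. Of the genes called lower in *klu* RNAi, 49, 34 and 39 were then lower and 21, 12 and 12 higher in *UAS-klu* with control replicate 1, 2 or 3 alone for *UAS-klu*, a ratio of at least 2.33 over the 6 divisions beside 1.88 with shared libraries (81 and 43 genes). This argues against the sharing as the whole cause. It has the limits that 1 comparison in each division takes its spread from the other group alone, that 10 to 20 genes were called lower with 1 control library for *klu* RNAi, and that the divisions do not keep the pairing of replicate numbers. The ratio to independent lists decides nothing here, since with 1 control library for *UAS-klu* it lay above 1 in every direction (1.52 to 5.61), and simulations of unchanged groups called at most 3 genes and decide nothing either. The depth of the control libraries is argued against by the 76 genes found after each library was thinned to the smallest total, and the share of reads taken by mitochondrial rRNA by the 79 found without the mitochondrial rRNA genes. A trend with gene length is argued against by the 77 genes that stayed beyond the fold threshold in both genotypes, in the fits with the block, after the trend was removed (80 of the 81 have an exon length). Enterocytes carried over in the control libraries would lower the EC digestive and brush border genes in both genotypes. Their median log2 fold change was -0.79 in *UAS-klu*, but 0.88 without control replicate 1 and -0.21 with the block, and 1.16 in *klu* RNAi, but -0.45 without *klu* RNAi replicate 1. The direction thus depends on single libraries, and this explanation stays open. The genetic background of the crosses stays open as well. 4 of the genes, *whe*, *Mal-B1*, *CG33109* and *CG34212*, were present in every control library, at means of 47.1, 7.75, 57.7 and 15.2 CPM, and had at most 2 reads over the 3 *klu* RNAi libraries and at most 8 over the 3 *UAS-klu* libraries. Such near absence could come from variants in the flies that were crossed as well as from regulation, and the groups differ in both. These genes were chosen after their values were seen, and *whe* ranged from 15.3 to 99.5 CPM between control libraries. A response of these genes to any change of the *klu* dose is a hypothesis that the design leaves untested.

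7 EE peptide hormone genes were called changed in *klu* RNAi, 4 lower and 3 higher, genes that the paper does not discuss for this experiment. The 4 that fell were *AstC* (log2 fold change -3.00), *Tk* (-3.14), *NPF* (-3.01) and *Orcokinin* (-3.41), with adjusted p of 0.00808, 0.00746, 0.0149 and 0.0101 by edgeR, and all 3 *klu* RNAi libraries lay below all 3 control libraries for each of them. *NPF* was the most abundant, at 4549 ± 1341 CPM in the control and 567 ± 386 CPM in *klu* RNAi (SD, n = 3). *AstA* (3.28), *CCHa1* (3.33) and *CCHa2* (4.74) rose, with adjusted p of 0.000699, 0.0437 and 0.00385 by edgeR. *CCHa2* had 3 reads in the control and 110 in *klu* RNAi, 29.5-fold higher at equal depth (95% counting interval 9.84 to 145). A lower share of enteroendocrine cells among the sorted cells would lower all of these genes. It goes with the 4 that fell, since the EE secretory machinery was lower as well (median log2 fold change -0.92, and -1.42 to -0.59 with 1 library left out; *IA-2* -3.12, *Sytbeta* -2.84, *amon* -2.29 and *Pal2* -2.15, named after their values were seen), so it stays open for them. It would not raise the 3 others, and the EE marker *pros* rose. A single library is argued against by the count of genes that kept their call and sign with 1 library left out, which was at least 5. *NPF* lost its call without control replicate 2 (adjusted p = 0.0599), without *klu* RNAi replicate 2 (0.0525) and with all 9 libraries in one fit (0.0651), over a range of 4.48e-05 to 0.0651. *CCHa1* lost it without control replicate 1 (0.109), 2 (0.106) or 3 (0.153), without *klu* RNAi replicate 3 (0.0538), under limma-voom (0.148) and with a mean of at least 50 counts (0.0515), over a range of 0.000122 to 0.153, and 2175 of its 2908 reads in *klu* RNAi came from replicate 2. A difference in depth between the groups is argued against by the 7 genes that kept call and sign after thinning. In *UAS-klu*, *AstC* rose (1.94, adjusted p = 0.000142 by edgeR) and *NPF* fell (-3.53, adjusted p = 0.0124 by edgeR). With 1 library left out, *NPF* ran from -5.50 without *UAS-klu* replicate 1 to -3.06 without *UAS-klu* replicate 3, so the size of its fall depends on single libraries. The difference between the genotypes was not tested. The sorted libraries do not tell cells apart, and RNA of EE cells in the sort stays open for the genes that rose.

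The 5 genes with the largest rise in *UAS-klu* had at most 5.49 CPM in the control and reached 78.5 (*hoe1*), 119 (*CG6602*), 149 (*Cyp4p2*), 115 (*CG3829*) and 1003 CPM (*Nplp2*), with *Nplp2* the smallest rise of the 5 at a log2 fold change of 7.51. The paper does not discuss them. All 5 stayed called with any 1 library left out, which argues against one library. Cells of another tissue in the *UAS-klu* libraries would bring the abundant genes of that tissue, and lists of markers were tested for 4 tissues. For visceral muscle the median log2 fold change in *UAS-klu* was 0.011 (12 markers tested, the most abundant, *Tm1*, at 1441 CPM in the control and 502 CPM in *UAS-klu*), and the 6 markers under 1 CPM in the control reached at most 0.751 CPM. For trachea the median was -0.64 (4 tested, *peb* at 423 and 216 CPM), and the 9 markers under 1 CPM reached at most 0.819 CPM. For hemocytes it was -0.083 (5 tested, *LanA* at 508 and 362 CPM), and the 9 markers under 1 CPM reached at most 0.462 CPM. In the control, 12, 4 and 5 markers of these lists lay over 1 CPM, and whether these reads come from the progenitors or from cells carried over was not tested. For fat body the median was 0.19 (6 tested, *bmm* at 46.2 and 54.5 CPM), and the 5 markers under 1 CPM reached at most 1.09 CPM, but *apolpp* of this list, singled out after its value was seen, was called higher in *UAS-klu*, at 75.3, 30.7 and 22.8 CPM in the 3 libraries (log2 fold change 1.72, adjusted p = 0.0142 by edgeR). Called higher as well were *sls* of the visceral muscle list (0.87, adjusted p = 0.00183) and *crq* (0.87, adjusted p = 0.00481) and *LanB1* (1.20, adjusted p = 6.70e-05) of the hemocyte list, all by edgeR and named after their values were seen. Trachea, with none of its 4 tested markers called higher and 2 called lower, is argued against. Cells of visceral muscle, hemocytes and fat body stay open, since their lists held called markers in both directions or a called rise, and cannot be told apart from a response in the sorted cells. The adjusted p by camera was 0.924 for visceral muscle, 0.704 for trachea and 0.821 for both hemocytes and fat body. The genetic background of the cross stays open as well, since 4 of the 5 genes were under 1 CPM in both the control and *klu* RNAi and each group comes from a cross of its own, which the design does not separate from the transgene. A response of these genes to *UAS-klu* is a hypothesis.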

How the results depend on the processing

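The library-size scaling of the gene lists was the 1 alternative chosen after the data were seen.

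With the replicate number as a block, 548 genes were higher and 374 lower in *klu* RNAi and the overlap of genes higher there and lower in *UAS-klu* was 100. The block also called *mira*, *CycE* in both genotypes, *Kaz-m1* and *E(spl)mβ-HLH* in *klu* RNAi, and *Tk* and *Orcokinin* in *UAS-klu*. It turned the direction of *pros* in *UAS-klu* (-0.015) and of the hormone list in *UAS-klu* (adjusted p = 0.822 by camera), both not called, and it changed no other call of a named gene or list. A mean of at least 50 counts, which tests fewer genes, gave 151 genes lower in *klu* RNAi and an overlap of 39. A fold threshold of 1 gave 134 genes lower in *klu* RNAi, 490 lower in *UAS-klu* and an overlap of 31, by its construction. It also took the calls of *sc*, *chn*, *spdo* and *CG16786* in *klu* RNAi and of *sina* in both genotypes. Over all alternatives, 662 to 1176 genes were higher in *UAS-klu*.

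Without 1 library, between 143 (control replicate 2) and 352 genes (*klu* RNAi replicate 1) were higher in *klu* RNAi, between 119 and 248 lower, and the overlap was between 25 and 67, with the same libraries at both ends. Control replicate 3 mattered as well, with 153 and 137 genes and an overlap of 35 without it, and *klu* RNAi replicate 3, with 153 lower. These fits hold fewer samples by construction, and no other cause was tested.

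PC1 held 75.2% of the variance after a variance stabilizing transformation, 57.8% over all genes, and 60.9% to 74.1% without 1 library. The correlation of the log2 fold changes of the genotypes was a Pearson 0.115 with DESeq2's prior and 0.192 to 0.287 without 1 library (Spearman 0.0717 to 0.194). With control replicate 1, 2 or 3 alone for *klu* RNAi and the others for *UAS-klu*, Pearson was 0.134, 0.149 and 0.124 and Spearman -0.0033, -0.016 and -0.013. With control replicate 1, 2 or 3 alone for *UAS-klu*, Spearman was -0.064, 0.0286 and 0.0407, and Pearson 0.0974, 0.137 and 0.205. Control libraries are not shared in these settings. The settings do not keep the pairing of replicate numbers, and each control library stays tied to the libraries of its number in both genotypes.

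For the gene lists, camera with an estimated correlation called none. Adjusted p was 0.613 for the *E(spl)* genes in *UAS-klu*, the secretory genes in *klu* RNAi and the mitotic genes in both, 0.652 for the secretory genes in *UAS-klu* and 0.677 for the EC genes in *klu* RNAi. By fry, the *E(spl)* genes were called in *klu* RNAi (0.0191), the EC genes (0.505) and secretory genes (0.0983) there were not, and the hormone list turned its direction in both (0.626 in *klu* RNAi, 0.679 in *UAS-klu*) without a call. On library size alone, the EC genes in *klu* RNAi were not called (0.281). Without 1 library, adjusted p ran from 0.00611 (control replicate 2) to 0.494 for the replication genes in *klu* RNAi, from 0.0240 (*klu* RNAi replicate 2) to 0.332 for the *E(spl)* genes there, from 3.31e-06 to 0.338 for the EC genes there (their median was -0.45 without *klu* RNAi replicate 1) and from 0.000947 to 0.997 in *UAS-klu*, from 0.246 to 1.00 for the hormones in *UAS-klu*, and from 0.00783 to 0.0912 for the secretory genes in *UAS-klu*.

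Among named genes, those whose direction turned were not called by the main test. *E(spl)m2-BFM* in *klu* RNAi was at -0.0033 under limma-voom and -0.50 to 0.62 without 1 library, and *pros* in *UAS-klu* at -0.019 under limma-voom and -0.20 to 0.17. Without 1 library, *Dl* in *klu* RNAi ran from -0.032 to 0.23, *E(spl)mγ-HLH* in *UAS-klu* from -0.21 to 0.96 and *AstA* in *UAS-klu* from -2.67 to 0.15, where its reads lay mostly in *UAS-klu* replicate 1. The cause of these changes was not tested. *AstA* in *UAS-klu* was called without *UAS-klu* replicate 1 (adjusted p = 0.00225, over a range of 0.00225 to 0.976), as was *Tk* in *UAS-klu* (1.87e-05), which was also called with no filter, under limma-voom and with the block (0.00831, 0.0295 and 0.00702, over a range of 1.87e-05 to 0.290). *Orcokinin* in *UAS-klu* was called with no filter, by DESeq2 without and with a prior, with the block and without control replicate 3 (0.0136, 0.0156, 0.0156, 0.00430 and 0.0124, over a range of 0.00430 to 0.334), and *CCHa1* in *UAS-klu* with no filter (0.0294, over a range of 0.0294 to 0.398). Apart from the fits without 1 library, the results on named genes and further overlaps gave 961 values with the same call and direction as the main test, 22 newly called, 17 no longer called, 3 with the direction turned and 4 counts that moved by over 1.5 times. With 1 library left out, these numbers were 521, 6, 25, 8 and 3. Calls lost or gained are given beside each gene. Every alternative set at the start was run, and a mean of at least 50 counts left no value for genes with few reads. The low-count filter left out *l(1)sc*, *sinah*, *E(spl)m4-BFM* and *E(spl)m5-HLH* in both genotypes. With no filter, the 1 setting that tested them, *E(spl)m4-BFM* in *klu* RNAi was called (adjusted p = 0.0468) and the others were not. *ac* had no read in any library, so depth limits it.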

Differences from the paper's values

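No test in this part was chosen after the result was seen.

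For *phyl* in *UAS-klu*, the paper's value is 15-fold lower than the control, and the value here is 32.6-fold lower by edgeR's log2 fold change. Of the alternatives set before the data were examined, DESeq2 with a normal prior on the fold changes was the one under which the value, 16.2-fold, fell within the paper's. All others that gave a value lay at 28.0 to 34.7-fold, and the filter on a mean of at least 50 counts left no value. Supplementary Data 1 gives a log2 fold change of -4.06. The counts behind the value here are 6 reads in *UAS-klu* and 198 in the control.

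The paper states that *mira* was significantly higher in *klu* RNAi. Here its log2 fold change was 0.72 with an adjusted p of 0.0684 by edgeR, which was not called. DESeq2 without and with a prior, the replicate number as a block, library size alone, no filter, and leaving out control replicate 1 called it, with adjusted p of 0.00363, 0.00371, 0.00171, 0.0130, 0.0270 and 0.0254, over a range of 0.00171 to 0.195. Its fall in *UAS-klu* was 2.40-fold here.

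The paper states that *CycE* was higher in *klu* RNAi. Here its log2 fold change was 0.59 with an adjusted p of 0.212 by edgeR, and of the settings run the replicate block alone called it (adjusted p = 0.0311, over a range of 0.0311 to 0.392). The paper's list of genes higher in *klu* RNAi in Supplementary Data 1 does not hold *CycE*.

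The legend of Fig. 5e states that most genes higher in *klu* RNAi are lower in *UAS-klu*. Of the 304 genes called higher here, 249 were also tested in *UAS-klu*, and 123 of these (49.4%) lay below 0 there. The panel shows genes selected from the paper's overlap of genes higher in *klu* RNAi and lower in *UAS-klu*. The legend and this count thus cover different genes, and the count does not contradict the legend.

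The counts of called genes lay within 1.5 times the paper's. With no filter, the number of genes higher in *klu* RNAi and lower in *UAS-klu* was 81, the paper's number, and DESeq2 without a prior gave 412 genes higher in *klu* RNAi beside the paper's 410.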

Other observations

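The tests on *vermilion* and on the scaling of the libraries were chosen after the result was seen, and the others before it.

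In other splits of the 6 libraries of a comparison into groups of 3, none but the real one gave as many called genes, 1 of 10 splits for each of the 4 counts of genes higher or lower in *klu* RNAi and *UAS-klu*. The other splits gave 0 genes by edgeR, the 1 tool run on them, while 61 to 676 genes in *klu* RNAi and 41 to 302 in *UAS-klu* had an unadjusted p below 0.05, against 1941 and 3079 in the real splits. Of the 10 splits, 4, the real one included, part all 3 pairs of replicate numbers, and the others part 1. 10 splits cannot give a share below 0.1, so chance cannot be excluded by this count alone. For the genes higher in *klu* RNAi and lower in *UAS-klu*, 1 of 100 regroupings of the 9 libraries, the real one, gave an overlap as large as 65. Of the 99 others, 2 called any gene by edgeR in both comparisons, so the overlap of nearly all was 0 by construction (17 to 3165 genes at an unadjusted p below 0.05 for *klu* RNAi and 23 to 2921 for *UAS-klu*). They also do not keep the pairs of replicate numbers, so chance cannot be excluded for the overlap by this count.

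The mitotic genes moved in opposite directions in the 2 genotypes, and the scaling of the libraries was tested as an explanation. The scalings run moved the median of all genes in *UAS-klu* too little to decide (-0.014 to 0.025). A scaling error moves all genes alike, and would leave the set where other genes lie. In *UAS-klu* the median of the set lay -0.40 from that of all genes, beyond the -0.22 to 0.27 of 1000 random sets of as many genes. Scaling is thus argued against for *UAS-klu*. In *klu* RNAi the distance was 0.18, within the random sets (-0.22 to 0.18), so the distance alone does not decide there. A lower share of dividing cells in *UAS-klu* may lie behind the fall, in line with the block of proliferation that the paper describes for ectopic Klu, and was not tested. In *klu* RNAi the median of the set was 0.31 on library size alone, where the median of all genes was 0.14. In the main fit these medians were 0.17 and -0.0045. The set thus moved with the other genes, and camera still called it (adjusted p = 0.000114, and 0.000184 with DESeq2 size factors). This argues against scaling as the cause of the call in *klu* RNAi. With an estimated correlation that call was lost (0.613).

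Reads of *vermilion* (FBgn0003965; X, 10923972 to 10925631) were found in *klu* RNAi, with 27, 40 and 35 reads, and 2 reads were found in the other 6 libraries together (log2 fold change 5.15, adjusted p = 0.00482 by edgeR). Such reads could come from a marker gene carried by the RNAi transgene. The design leaves this open, since no other library carries that transgene.

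*N* and *Dl*, which the paper names in other experiments, were both lower in *UAS-klu*. *N* (FBgn0004647) had a log2 fold change of -1.12 (standard error 0.12, adjusted p = 0.000124 by edgeR) and *Dl* (FBgn0000463) of -1.56 (standard error 0.28, adjusted p = 0.00299 by edgeR), with the 3 *UAS-klu* libraries below the 3 control libraries in each. In *klu* RNAi neither was called, with 0.34 for *N* (adjusted p = 0.218 by edgeR) and 0.11 for *Dl* (adjusted p = 0.752 by edgeR). The sign of *Dl* changed without control replicate 2, to -0.032. The difference between the genotypes was not tested.

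The remaining gene lists, tested by camera, are given as values. The EE secretory machinery was lower in *klu* RNAi (median log2 fold change -0.92, adjusted p = 0.00646, 5 of 14 genes called lower and 1 higher, *Syx1A*, named after its value was seen) and higher in *UAS-klu* (median 0.52, adjusted p = 0.0235, 5 of 14 called higher). In *UAS-klu* the call was lost without control replicate 3 (adjusted p = 0.0516) and without *UAS-klu* replicate 1 (0.0912), over a range of 0.00783 to 0.652. The EC digestive and brush border genes had a median of 1.16 in *klu* RNAi (adjusted p = 0.0140, 25 of 29 above 0 and 1 called) that turned to -0.45 without *klu* RNAi replicate 1. The call was lost without control replicate 2 (0.0696), control replicate 3 (0.129) or *klu* RNAi replicate 1 (0.338), over a range of 1.20e-06 to 0.677. In *UAS-klu* their median was -0.79 (-0.21 with the block) while camera pointed upward (adjusted p = 0.819). Without control replicate 1 the median was 0.88 and the set was called higher (0.000947, over a range of 0.000947 to 0.997). The EE peptide hormones had medians of -1.47 and -0.080 in *klu* RNAi and *UAS-klu* (adjusted p = 0.819 and 0.969), with members that went both ways. By fry the secretory list in *UAS-klu* (adjusted p = 0.0359) kept its call, and the lists of *klu* RNAi in this paragraph did not.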
